# The interactions of Bcl9/Bcl9L with β-catenin and Pygopus promote breast cancer growth, invasion, and metastasis

**DOI:** 10.1038/s41388-021-02016-9

**Published:** 2021-09-20

**Authors:** Vida Vafaizadeh, David Buechel, Natalia Rubinstein, Ravi K. R. Kalathur, Lorenzo Bazzani, Meera Saxena, Tomas Valenta, George Hausmann, Claudio Cantù, Konrad Basler, Gerhard Christofori

**Keywords:** Breast cancer, Cancer models, Metastasis, Morphogen signalling

## Abstract

Canonical Wnt/β-catenin signaling is an established regulator of cellular state and its critical contributions to tumor initiation, malignant tumor progression and metastasis formation have been demonstrated in various cancer types. Here, we investigated how the binding of β-catenin to the transcriptional coactivators B-cell CLL/lymphoma 9 (Bcl9) and Bcl9-Like (Bcl9L) affected mammary gland carcinogenesis in the MMTV-PyMT transgenic mouse model of metastatic breast cancer. Conditional knockout of both *Bcl9* and *Bcl9L* resulted into tumor cell death. In contrast, disrupting the interaction of Bcl9/Bcl9L with β-catenin, either by deletion of their HD2 domains or by a point mutation in the N-terminal domain of β-catenin (D164A), diminished primary tumor growth and tumor cell proliferation and reduced tumor cell invasion and lung metastasis. In comparison, the disruption of HD1 domain-mediated binding of Bcl9/Bcl9L to Pygopus had only moderate effects. Interestingly, interfering with the β-catenin-Bcl9/Bcl9L-Pygo chain of adapters only partially impaired the transcriptional response of mammary tumor cells to Wnt3a and TGFβ treatments. Together, the results indicate that Bcl9/Bcl9L modulate but are not critically required for canonical Wnt signaling in its contribution to breast cancer growth and malignant progression, a notion consistent with the “just-right” hypothesis of Wnt-driven tumor progression.

## Introduction

Aberrant canonical Wnt signaling and the resulting dysregulation of β-catenin’s transcriptional functions play key roles in the progression of inflammation, fibrosis, and tumor formation [1, 2]. Canonical TGFβ signaling also plays a key role in the development of these pathological disorders and also efficiently activates an epithelial–mesenchymal transition (EMT) program [3, 4]. EMT is a multistage and central process during malignant tumor progression. It regulates the transitions between epithelial and mesenchymal states and cell plasticity, which contributes to intra-tumoral heterogeneity [5]. The reverse process, a mesenchymal–epithelial transition (MET), appears required for the colonization of metastatic cells in distant organs [6]. In breast cancer, driver mutations in Wnt or in TGFβ signaling pathways are rare, yet downstream effectors and target genes are often induced during malignant tumor progression and metastasis formation [7, 8]. While the functional contribution of TGFβ signaling to EMT, malignant tumor progression, and metastasis formation has been amply demonstrated, the role of Wnt signaling in late-stage breast cancer progression still remains unclear.

β-catenin has two roles: it is a critical component of cadherin-mediated cell–cell adhesion complexes and it is the transcriptional co-activator in canonical Wnt signaling. It interacts with a variety of proteins, including adhesion molecules, cytoplasmic signaling regulators, and nuclear transcriptional regulators [1, 9]. B-cell CLL/lymphoma 9 (Bcl9) and its paralog Bcl9-like (Bcl9L) are among the latter: they bind to the N-terminus of β-catenin and act as auxiliary transcriptional coactivators. Bcl9/Bcl9L simultaneously bind to Pygo and to the N-terminal domain of β-catenin via the HD1 and HD2 domains, respectively [10]. The resulting chain of adapters is required for a maximal output of Wnt/β-catenin pathway in mammalian cells [10–12]. HD1 and HD2 are evolutionarily conserved domains that in mice are required for embryonic development; their individual disruption is lethal [13].

Cantù et al. have generated and studied constitutive knock-in *Bcl9* and *Bcl9L* alleles lacking either the HD1 or the HD2 domains. The work has revealed that Bcl9 and Bcl9L contribute to diverse aspects of development in both β-catenin-dependent and independent manners. For example, they contribute to eye lens development in a HD1-dependent (binding to Pygo2), but HD2-independent (binding to β-catenin) fashion [13]. *Bcl9 and Bcl9L* are direct target genes of Pax6, a master transcriptional regulator of eye development [13, 14]. Moreover, Bcl9 and Bcl9L exert a non-transcriptional cytoplasmic function in enamel formation and hardness by affecting the secretion of enamel-building proteins and iron deposition [15]. The *Bcl9/Bcl9L* mutations also cause cardiac defects in zebrafish and mice by a β-catenin-dependent mechanism, yet the defective embryos still maintained a broad transcriptional activity of β-catenin [16]. Finally, the interaction of Bcl9/Bcl9L with β-catenin is important for the maintenance of intestinal epithelial stem cells by selectively modulating Wnt/β-catenin-mediated transcriptional output [17]. Yet, other transcription factors may also interact with Bcl9/Bcl9L and β-catenin to modulate their transcriptional output, as for example shown for the Tbx3-mediated promotion of colorectal cancer cell metastasis [18].

Enhanced Wnt signaling regulates the maintenance of a stemness state in normal and tumorigenic tissues. For example, knockout of *Bcl9/Bcl9L* in a mouse model of colorectal cancer has resulted in the reprogramming of cancer cells from a stemness state to differentiation manifested by the downregulation of EMT-related gene expression [19]. Importantly, the gene signature of *Bcl9/Bcl9L* knockout cells is negatively associated with the high stemness subtypes of colorectal cancers and positively correlates with patient overall survival [20]. In breast cancer, BCL9 has been identified as a prognostic biomarker for high-risk human ductal carcinoma in situ (DCIS) [21]. Subsequently, BCL9 has been found to form a complex with STAT3 and to enhance the expression of the genes encoding for integrin β3 and its associated metalloproteinase MMP16 [22]. Another study has shown that nuclear BCL9L is associated with high nuclear grade and the expression of ErbB2/HER-2 in both DCIS and invasive ductal carcinoma (IDC) [23]. How BCL9 and BCL9L contribute to the breast cancer progression is not clear.

Here, we have analyzed the effect of interfering with the Bcl9/Bcl9L branch of Wnt signaling on tumor cell growth and invasion in a mouse model of metastatic breast cancer (FVB/N-Tg(MMTV-PyVT)634Mul/J) [24]. MMTV-PyMT transgenic mice form multifocal tumors in mammary glands which progress from hyperplasia, adenoma to invasive carcinoma and finally seed metastases to the lungs, thus recapitulating the luminal B subtype of human breast cancer with ErbB2 overexpression [25]. Cell lines derived from tumors of these mice offer suitable models for TGFβ-induced EMT in vitro and in vivo [26, 27], and the blockade of TGFβ has inhibited tumor cell viability, migration, and lung metastases [28]. We have found that the disruption of the interaction of β-catenin with Bcl9/Bcl9L proteins in tumor cells of MMTV-PyMT transgenic mice causes a significant reduction in primary tumor growth and metastasis formation. Tumor cell proliferation is reduced, tumor cell differentiation is increased and EMT is prevented. The results suggest that in breast cancer Bcl9/9L-dependent Wnt/β-catenin signaling regulates genes promoting tumor cell growth and metastasis.

## Results

### Wnt/β-catenin signaling is activated during TGFβ-induced EMT

We have previously induced EMT and MET in the Py2T and 1099-PyMT murine breast cancer cell lines derived from tumors of MMTV-PyMT transgenic mice and performed RNA-sequencing [26, 27, 29]. Differential gene expression analysis revealed that expression of many components of the Wnt signaling pathway substantially changed during TGFβ-induced EMT and TGFβ withdrawal-induced MET (Supplementary Fig. 1A). Py2T cells gradually transitioned from epithelial to mesenchymal cell morphology during 10 days of TGFβ treatment (Supplementary Fig. 1B). This phenotype change correlated with the loss of the expression of the epithelial cell adhesion molecule E-cadherin and an increased expression of mesenchymal markers, such as N-cadherin and fibronectin (Supplementary Fig. 1C). With the induction of EMT biomarkers, the expression of Bcl9, integrin α5 (Itga5), and β-catenin target genes, such as Axin2, Lef1, and Wls, was increased (Supplementary Fig. 1C, D). However, repeated experiments revealed that canonical Wnt signaling, as determined by immunoblotting for non-phosphorylated (activated) β-catenin, appeared to be activated already in epithelial cells. It is then found reduced during the early stages of EMT and to re-appear at the later stages of EMT. Total β-catenin was rather decreased during EMT most likely due to the dissolutions of adherens junctions during EMT and the subsequent degradation of some of β-catenin (Supplementary Fig. 1C).

Next, we assessed whether β-catenin/Tcf transcriptional activity was increased during TGFβ-induced EMT using a Tcf motif-containing luciferase reporter construct. A construct containing Smad-binding motifs was used as a control of effective EMT induction. Treatment of Py2T cells with TGFβ for 7 days significantly increased both Smad-mediated and β-catenin/Tcf-mediated transcriptional activities (Fig. 1A). In addition, in Py2T cells transfected with the TCF reporter plasmid TOPFlash treatment with TGFβ or the canonical Wnt ligand Wnt3a comparably induced β-catenin’s transcriptional activity (Fig. 1B).

**Fig. 1:**
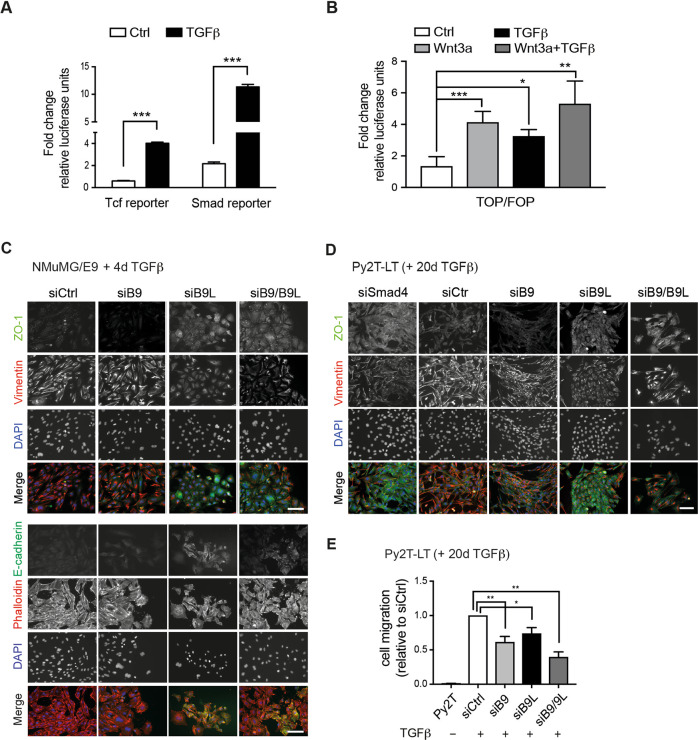
Canonical Bcl9/Bcl9L-dependent Wnt signaling during TGFβ-induced EMT. **A** Tcf and Smad-promoter luciferase reporter assays (Qiagen *Cignal Lenti* System) were used to monitor canonical Wnt-mediated and canonical TGFβ transcriptional outputs during TGFβ-induced EMT of Py2T cells. The graph represents luciferase activity units of Tcf and Smad reporters relative to negative controls Py2T cells 7 days after TGFβ treatment. *Firefly* luciferase activity measurements were normalized to *Renilla* luciferase activity. Data are presented as mean ± SEM. Statistical analysis was performed using the unpaired *t*-test. ***p < 0.001. **B** TOPflash (TCL/LEF-Firefly luciferase) and FOPflash (Neg control, mutated Tcf-Lef-binding site) luciferase reporter assay in Py2T cells treated with Wnt3a or TGFβ or both. *Firefly* luciferase activity measurements were normalized to *Renilla* luciferase activity. Data are presented as mean ± SEM. Statistical analysis was performed using the ordinary one-way ANOVA multiple comparison test. *p < 0.05; **p < 0.01; ***p < 0.001. **C** siRNA-mediated depletion of Bcl9 and Bcl9L prevents TGFβ-induced EMT. NMuMG/E9 cells were transfected with control siRNA (siCtrl) or siRNAs against *Bcl9* (siB9), *Bcl9L* (siB9L) or both (siB9/B9L) 2 days before starting the TGFβ treatment for further 4 days. Immunofluorescence microscopy analysis visualized the epithelial markers tight junction protein-1 (ZO-1) and E-cadherin and the mesenchymal marker Vimentin. Fluorescently labeled phalloidin visualized the actin cytoskeleton, and nuclei were counterstained with DAPI. Scale bar, 100 µm. **D** siRNA-mediated depletion of Bcl9 and Bcl9L partially reverses TGFβ-induced EMT. Mesenchymal Py2T cells previously treated for >20 days (Py2T-LT) were transfected with control siRNA (siCtrl) or siRNAs against *Bcl9* (siB9), *Bcl9L* (siB9L), or both (siB9/B9L). Immunofluorescence microscopy analysis visualized the epithelial markers tight junction protein-1 (ZO-1) and the mesenchymal marker Vimentin. Nuclei were counterstained with DAPI. Scale bar, 100 µm. **E** siRNA-mediated depletion of Bcl9 and Bcl9L reduces migration of Py2T-LT cells. Untreated epithelial Py2T cells or mesenchymal Py2T cells previously treated for >20 days (Py2T-LT) were transfected with siCtrl, siB9, siB9L or both (siB9/B9L) and allowed to migrate for 18 h along a serum gradient in a Transwell migration assay. Migrated cells were stained with DAPI and quantified relative to siCtrl-transfected cells. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; **p < 0.01.

These results raise the possibility that canonical Wnt signaling may contribute to TGFβ-induced EMT in murine breast cancer cells.

### Bcl9 and Bcl9L contribute to TGFβ-induced EMT in vitro

To test the role of Wnt signaling in TGFβ-induced EMT, we ablated the expression of Bcl9 and Bcl9L alone (siB9 and siB9L) or together (siB9/B9L) during TGFβ-induced EMT in non-tumorigenic normal murine mammary gland epithelial cells (NMuMG/E9) and in tumorigenic Py2T cells [26, 29, 30]. Cells were transfected with control siRNA (siCtrl), siB9, siB9L or siB9/B9L 2 days before TGFβ treatment for 4 days to monitor potential effects on EMT initiation. siRNA-mediated knockdown efficiently reduced the levels of Bcl9 and Bcl9L proteins (Supplementary Fig. 2A). Morphogenic changes during EMT were assessed by immunofluorescence microscopy analysis of the expression and localization of epithelial and mesenchymal markers. Regardless of the levels of Bcl9 and Bcl9L, in the absence of TGFβ treatment the cells retained their epithelial phenotype (Supplementary Fig. 2B). In contrast, treatment with TGFβ initiated EMT in siCtrl-transfected NMuMG cells: the tight junction protein Zonula occludens-1 (ZO-1) and the adherens junction protein E-cadherin were down-regulated, mesenchymal markers, such as vimentin, were upregulated and actin stress fibers formed, as determined by phalloidin staining (Fig. 1C). Compared to siCTrl-transfected cells, transfection with siB9/B9L and to a lesser extent with siB9L inhibited TGFβ-induced EMT: these cells still formed epithelial cell clusters and expressed ZO-1 and E-cadherin at their cell membranes (Fig. 1C). Knockdown of Bcl9 alone was not sufficient to substantially affect the induction of EMT, although the protein was substantially depleted (Supplementary Fig. 2A).

To study the functional contribution of Bcl9 and Bcl9L to the maintenance of an EMT process, Py2T cells were treated for >20 days with TGFβ to undergo a full EMT (Py2T-LT) and then transfected with siCtrl, siB9, and siB9L. Cells transfected with siB9L alone or in combination with siB9 partially returned to an epithelial morphology and re-expressed ZO-1 at the cell membranes to form epithelial cell clusters (Fig. 1D).

Since EMT is strongly implicated in cancer cell migration [3], we tested the effects of B9/B9L knockdown on the ability of Py2T cells pretreated with TGFβ for 20 days (Py2T-LT) to migrate toward a serum gradient using a Transwell migration assay. Knockdown of siB9 and siB9L, and most efficiently the combination of both, caused a significant reduction of Py2T cell migration (Fig. 1E).

In conclusion, the results show that Bcl9 and more prominently Bcl9L contribute to the initiation and maintenance of TGFβ-induced EMT and cell migration of cultured mammary tumor cells in vitro, but that they are not exclusive determinants of these TGFβ-induced processes.

### Bcl9 and Bcl9L are highly expressed in invasive carcinomas

Previous studies have shown that Bcl9 and Bcl9L are expressed during the different stages of mouse mammary gland development, with a reduction of Bcl9L expression during post-lactational involution [31]. Motivated by this and the knowledge of a functional requirement of Bcl9 and Bcl9L for EMT in MMVT-PyMT-derived tumor cell lines in vitro, we next studied the expression of both proteins during the different stages of tumor progression in mammary glands of MMTV-PyMT transgenic mice in vivo. MMTV-PyMT mammary tumors start to form upon activation of the MMTV promoter during puberty. Tumors progress from hyperplasia to adenoma and finally to an IDC phenotype. This progression correlates with a reduced expression of hormone receptors in the advanced carcinoma stages and with an increase of lung metastasis at the age of 12–14 weeks (Fig. 2A) [24]. Immunohistochemical staining for Bcl9, Bcl9L, and β-catenin protein on paraffin sections from primary tumors of MMTV-PyMT revealed that cytoplasmic and nuclear Bcl9 and Bcl9L and nuclear β-catenin increased during the progression to IDC (Fig. 2B).

**Fig. 2:**
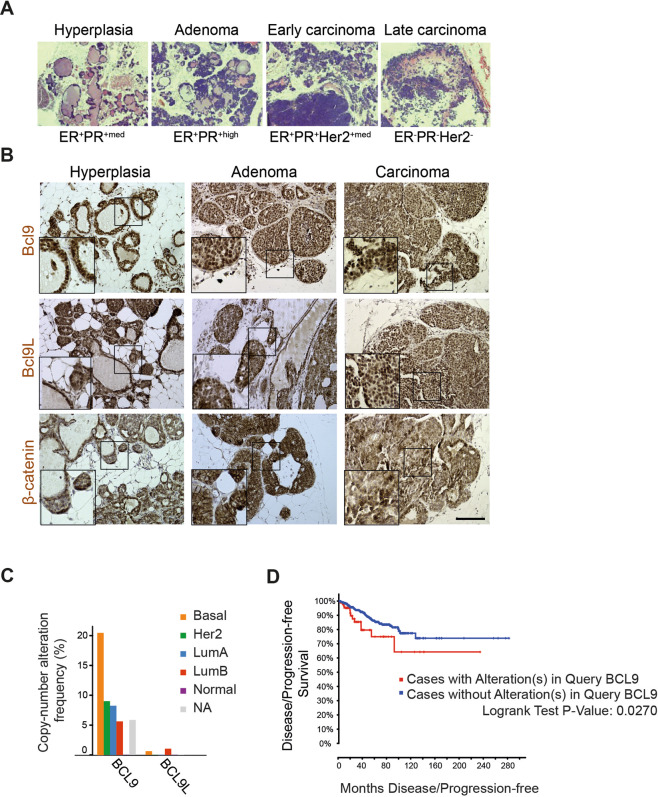
Bcl9 and Bcl9L are highly expressed in invasive breast cancers. **A** Malignant tumor progression in MMTV-PyMT transgenic mice. Histological sections taken from tumors of MMTV-PyMT transgenic mice were stained with hematoxylin and eosin to visualize the different cancer progression stages (hyperplasia: increased amount of single cell layer epithelial tissue: adenoma: increased volumes of multi-layered epithelial structures; early invasive ductal carcinoma: invasion of tumor fronts, loss of epithelial differentiation; late invasive ductal carcinoma: single cell invasion, substantial loss of epithelial differentiation). The expression of estrogen receptor (ER), progesterone receptor (PR), and Her2 in the different progression stages is indicated below the panels. **B** Bcl9, Bcl9L, and β-catenin protein expression during MMTV-PyMT tumor progression. Histological sections taken from tumors of MMTV-PyMT transgenic mice were stained for Bcl9, Bcl9L, and β-catenin protein in different stages of MMTV-PyMT tumor progression. Rectangles indicate higher magnifications to visualize nuclear localization of Bcl9, Bcl9L, and β-catenin. Scale bar, 100 μm. **C** Analysis of *BCL9* and *BCL9L* copy number alterations frequencies in different human breast cancer (BRCA) subtypes reveals a high enrichment of *BCL9* amplifications in basal, Her2, luminal A and B breast cancer subtypes and, in comparison, a lower enrichment of *BCL9L* amplifications in the luminal B subtype. NA not annotated. **D** Disease/progression-free Kaplan–Meier (disease free status since initial treatment) estimate for patients with and without *BCL9* gene alterations (cBioportal online tool). In contrast to *BCL9, BCL9L* gene alterations showed no significant impact on clinical outcome in this data set (not shown).

Murine and human *Bcl9* and *Bcl9L* proteins are highly conserved (Supplementary Fig. 2C). To examine the relevance of Bcl9 and Bcl9L in tumor progression and invasion in breast cancer patients, we first analyzed the genetic alteration of both genes in breast cancer patient data (from TCGA-BRCA PanCancer Atlas data collection). These data showed a frequency of gene alterations of 11% for *BCL9* and of 1.3% for *BCL9L*, with a frequency of 9.13% and 0.28% for gene amplification, respectively (Supplementary Fig. 3A). Heatmap analysis indicated a high expression of *BCL9* and *BCL9L* in patients with any kind of genetic alterations in their *BCL9* and *BCL9L* genes (cBioportal online tool) (Supplementary Fig. 3A). The frequency of *BCL9L* gene amplification in different breast cancer subtypes is highest in basal and luminal B breast cancer subtypes, with less incidence in the other subtypes and none in normal-type breast cancer (Fig. 2C). *BCL9* amplification correlated with poor prognosis in breast cancer patients (cBioportal online tool) (Fig. 2D). Consistent with our analysis, using a separate breast cancer data set (provisional TCGA; 959 cases) Elsarraj et al. reported significant levels of gene alteration for *BCL9* (26%) and *BCL9L* (5%) in invasive breast cancers, mainly through gene amplification and partly by mRNA upregulation [21]. Using the same TCGA breast cancer data set we also found that low expression levels of *BCL9L* gene were a prognostic marker in ER^-^PR^-^ patients (Supplementary Fig. 3B–D). In contrast, the high gene amplification and expression of *BCL9* observed in this patient data set did not reveal a significant correlation with disease outcome in any of the breast cancer subtypes (Supplementary Fig. 3B–D).

These results show that Bcl9/Bcl9L proteins are expressed and potentially deregulated in invasive carcinoma in the MMTV-PyMT mouse model and in breast cancer patients.

### Complete loss of Bcl9 and Bcl9L functions affects tumor cell survival

To investigate the functional relevance of Bcl9 and Bcl9L during tumor progression and invasion, we genetically deleted both *Bcl9* and *Bcl9L* genes in mammary tumor cells of MMTV-PyMT mice. The simultaneous targeting of both proteins was chosen to avoid any compensatory effect. MMTV-PyMT mice were crossed with Bcl9^fl/fl^ and Bcl9L^fl/fl^ mice [19] and with MMTV-Cre mice, expressing Cre-recombinase exclusively in mammary epithelial cells [32]. Bcl9^fl/fl^;Bcl9L^fl/fl^;MMTV-PyMT with and without MMTV-Cre expression were designated B9/B9L^fl/fl^ and B9/B9L^fl/fl^;MCre genotype mice, respectively (Fig. 3A). Surprisingly, at the age of 12 weeks, tumor growth (tumor mass) and the number of lung metastases were similar in B9/B9L^fl/fl^;MCre mice and B9/B9L^fl/fl^ control mice (Fig. 3B). There were also no significant differences in the percentage of hyperplasia, adenoma, and carcinoma areas and in the number and size of lung metastases between B9/B9L^fl/fl^ control and B9/B9L^fl/fl^;MCre mice (Fig. 3C–E). The reason seems to be a failure to delete both *Bcl9* and *Bcl9L* genes in these tumors (Supplementary Fig. 3E). Immunohistochemical staining also revealed that Bcl9 and Bcl9L proteins were both still expressed in cytosols and nuclei of tumor cells of MCre^+^ genotype (Fig. 3F), suggesting either a low recombination efficiency or a competitive selection against recombined tumor cells.

**Fig. 3:**
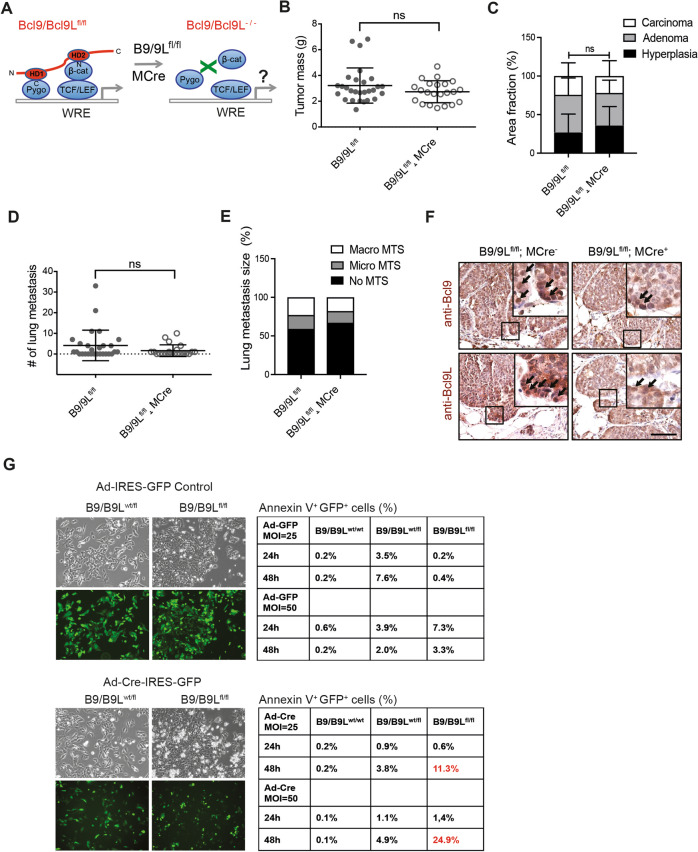
Loss of both *Bcl9* and *Bcl9L* gene functions affects tumor cell survival. **A** Schematic representation of the knockout strategy leading to the complete loss of Bcl9 and Bcl9L in MMTV-PyMT mammary tumors. Mice carrying floxed alleles of Bcl9 and Bcl9L (B9/B9L^fl/fl^) were crossed with MMTV-PyMT and MMTV-Cre mice to generate composite transgenic mice lacking the expression of Bcl9 and Bcl9L in mammary tumor cells (B9/B9L^−/−^). Bcl9 and Bcl9L act as coactivators in β-catenin-mediated transcription and directly bind to the N-terminus of β-catenin through their HD2 domains and to the C-terminus of Pygopus (Pygo) through their HD1 domains. **B** Tumor growth in B9/B9L^fl/fl^ transgenic mice (wild-type; *n* = 22) and B9/B9L^fl/fl^;MCre transgenic mice (tumor cell-specific knockout; *n* = 28). Tumor mass from 12-week-old females was calculated as total weight of thoracic, abdominal, and inguinal mammary glands with tumors lesions. Each dot represents one mouse. Data are presented as mean ± SEM. Statistical analysis was performed using unpaired *t*-test. **C** The bar graph represents the effects of tumor cell-specific knockout of B9/B9L on the differentiation stage of primary tumors. Quantification of tumor stages (hyperplasia, adenoma, and carcinoma) are shown for primary tumors based on histological analysis of stitched microscopy images of different tumor areas. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. **D** Lung metastasis in B9/B9L^fl/fl^ transgenic mice (wild-type; *n* = 22) and B9/B9L^fl/fl^;MCre transgenic mice (tumor cell-specific knockout; *n* = 28). Lung metastasis nodules were counted in paraffin-embedded lung tissues, which were serially sectioned and stained with H&E. Each dot represents the total number of lung metastases per mouse. Data are presented as mean ± SEM. Statistical analysis was performed using unpaired *t*-test. **E** The bar graph represents the effects of tumor cell-specific knockout of B9/B9L on the outgrowth of lung metastases as no metastasis, micrometastases (<100 clustered cells) and macrometastases (large nodules). The size of lung metastasis was determined in serially sectioned paraffin-embedded lung tissues isolated from the mice described in D. **F** Immunostaining of Bcl9 and Bcl9L proteins on tumor sections of B9/B9L^fl/fl^ and B9/B9L^fl/fl^;MCre transgenic mice. Nuclear expression of Bcl9 and Bcl9L proteins are shown in higher magnifications. Note that despite the expression of Cre recombinase in B9/B9L^fl/fl^;MCre transgenic mice the expression of Bcl9 and Bcl9L proteins was not reduced. Scale bar, 100 µm. **G** Loss of B9/B9L induces tumor cell apoptosis. Three tumor cell lines were established from tumors of MMTV-PyMT B9/B9L^wt/fl^ and B9/B9L^fl/fl^ mice. The cell lines were then infected with adenovirus expressing only GFP (Ad-IRES-GFP control) or adenovirus expressing Cre recombinase and GFP (Ad-Cre-IRES-GFP). Two different multiplicity of infection (MOI = 25 and 50) and analysis at 24 and 48 h after infection were performed. Cells infected with adenovirus and expressing GFP are shown by phase contrast and immunofluorescence microscopy pictures at the left. Cells were stained with Annexin V, and Annexin V^+^GFP^+^ apoptotic cells were quantified by flow cytometry, demonstrating that B9/B9L are required for cell survival, as shown on the right.

To confirm the functionality of Cre recombinase expressed by MMTV-Cre, B9/B9L^wt/wt^;Mpy;MCre and B9/B9L^fl/fl^;Mpy;MCre mice were crossed with GFP-reporter mice (R26-LSL-GFP). At 5 weeks of age, when Cre is first expressed in mammary epithelial cells, the amount of GFP was comparable between B9/B9L^fl/fl^;MCre mice and B9/B9L^wt/wt^;MCre mice (Supplementary Fig. 3F, G). Interestingly, at 12 weeks of age the percentage of GFP-positive cells was strongly reduced in B9/B9L^fl/fl^;Mpy;MCre mice (Supplementary Fig. 3F, G). These results suggest there is a selection against tumor cells lacking both Bcl9 and Bcl9L.

To further validate whether there was a selection against tumor cells lacking both Bcl9 and Bcl9L, we examined whether the genetic deletion of *Bcl9/Bcl9L* affected tumor cell survival. We established cell lines from tumors of B9/B9L^wt/wt^, B9/B9L^wt/fl^, and B9/B9L^fl/fl^ genotypes and infected these cells with Adenoviruses expressing either only GFP (Ad-IRES-GFP) or expressing both GFP and Cre-recombinase (Ad-Cre-IRES-GFP) at a multiplicity of infection of 25 or 50. After 24 or 48 h, the percentage of Annexin V^+^GFP^+^ apoptotic cells was measured by flow cytometry. Consistent with the hypothesis counterselection, expression of Cre-recombinase in B9/B9L^fl/fl^ cells induced apoptosis, in particular after 48 h of viral infection (Fig. 3G).

Together these results indicate that the complete loss of Bcl9 and Bcl9L function in mammary tumor cells provokes their apoptotic death. As a consequence, there is a selection against Bcl9/Bcl9L-deficient cells. Such a lethal effect upon complete loss of Bcl9 and Bcl9L expression has also been reported during embryonic development [13].

### The interactions of Bcl9/Bcl9L with Pygopus moderately contribute to tumor progression

As shown above, Bcl9/Bcl9L contribute to the initiation and maintenance of TGFβ-induced EMT and cell migration in vitro, yet the complete loss of Bcl9/Bcl9L has led to tumor cell apoptosis in vitro and in vivo. We thus were motivated to investigate the specific contribution of Bcl9 and Bcl9L to β-catenin-mediated Wnt signaling and as a consequence to tumor progression in the MMTV-PyMT transgenic mouse model of breast cancer. Toward this end, we first used knock-in mouse lines carrying in-frame deletions of the conserved HD1 (Bcl9/Bcl9L^ΔHD1/wt^) [13]. This deletion ablates the interactions of Bcl9 and Bcl9L with Pygopus. Since B9/B9L double-homozygous mutants of HD1 were lethal [13], we crossed heterozygous Bcl9/Bcl9L^ΔHD1/fl^ mutant mice with MMTV-PyMT transgenic mice to induce mammary tumor formation and with MMTV-Cre mice to delete the floxed allele in mammary tumors of Bcl9/Bcl9L^ΔHD1/fl^ mutant mice.

In Bcl9/Bcl9L^ΔHD1/fl^;MMTV-PyMT;MMTV-Cre mice (B9/B9L^ΔHD1/fl^;MCre), interaction of B9/B9L with Pygopus was disrupted (Fig. 4A). At 12 weeks of age of this mice, primary tumor growth was significantly reduced (Fig. 4B). Disruption of the B9/B9L-Pygopus interactions also caused a reduction of tumor progression and invasive phenotypes in primary tumors (Fig. 4C). Likewise we also observed a reduction in the numbers of lung metastasis and their nodular outgrowth (Fig. 4D, E). A comparable reduction in tumor progression was observed in B9/B9L^ΔHD1/fl^ mice without MCre, yet not in B9/B9L^wt/fl^ mice with MCre. This suggests that the B9/B9L-ΔHD1 mutant proteins exerted a dominant-negative effect over wild-type B9/B9L and that there was no haploinsufficient effect caused by the ablation of single alleles of Bcl9 and Bcl9L.

**Fig. 4:**
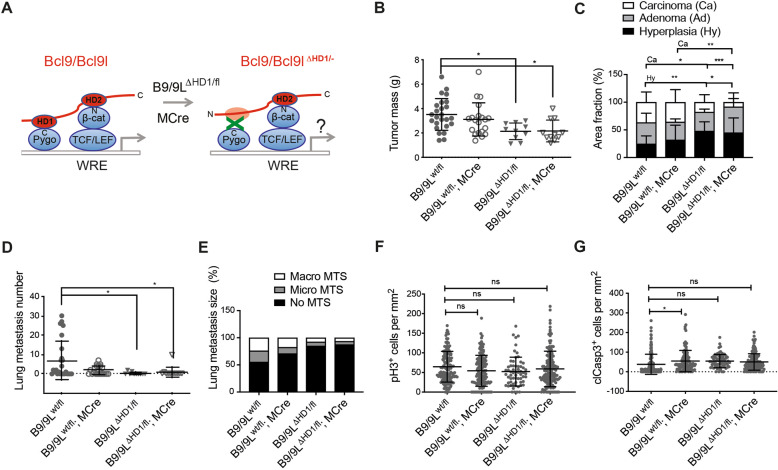
Disrupting the interaction of B9/B9L with Pygopus moderately reduces primary tumor growth and malignant tumor progression. **A** Schematic representation of the knock-in strategy to express the ΔHD1 mutant forms of Bcl9 and Bcl9L and thus disrupting the interaction of Bcl9 and Bcl9L with Pygopus in mammary tumor cells of MMTV-PyMT transgenic mice. Mice carrying floxed alleles of Bcl9 and Bcl9L and carrying the knock-in ΔHD1 mutant alleles of Bcl9 and Bcl9L were crossed with MMTV-PyMT and MMTV-Cre mice to generate composite transgenic mice expressing exclusively the ΔHD1 mutant forms of Bcl9 and Bcl9L in mammary tumor cells (Bcl9/Bcl9L^ΔHD1/fl^;MMTV-PyMT;MMTV-Cre). **B** Tumor growth in heterozygous B9/B9L^ΔHD1/fl^ transgenic mice with (*n* = 12) or without MCre (*n* = 10) compared to control B9/B9L^wt/fl^ mice with (*n* = 20) or without MCre (*n* = 25) expression. Tumor mass from 12-week-old females was calculated as total weight of thoracic, abdominal, and inguinal mammary glands with tumors lesions. Each dot represents one mouse. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05. **C** The bar graph represents the effects of tumor cell-specific expression of the ΔHD1 mutant forms of Bcl9 and Bcl9L on malignant tumor progression of primary tumors in B9/B9L^ΔHD1/fl^;MMTV-PyMT;MMTV-Cre transgenic mice. Quantification of tumor stages (hyperplasia, adenoma, and carcinoma) are shown for primary tumors based on histological analysis of stitched microscopy images of different tumor areas. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; **p < 0.01; ***p < 0.001. **D** Number of lung metastasis in heterozygous B9/B9L^ΔHD1/fl^ transgenic mice with (*n* = 12) or without MCre (*n* = 10) compared to control B9/B9L^wt/fl^ mice with (*n* = 20) or without MCre (*n* = 25) expression. Lung metastasis nodules were counted in paraffin-embedded lung tissues, which were serially sectioned and stained with H&E. Each dot represents the total number of lung metastases per mouse. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05. **E** The bar graph represents the effects of tumor cell-specific expression of the ΔHD1 mutant forms of Bcl9 and Bcl9L on the outgrowth of lung metastases. The size of lung metastasis was determined in serially sectioned paraffin-embedded lung tissues isolated from the mice described in D. **F** Quantification of immunostaining for the mitosis marker phospho-histone 3 (pH3) on tumor sections of B9/B9L^ΔHD1/fl^ transgenic mice with or without MCre compared to control B9/B9L^wt/fl^ mice with or without MCre. Each data point represents one histological section. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. ns not significant. **G** Quantification of immunostaining for the apoptosis marker cleaved Caspase-3 (clCasp3) on tumor sections of B9/B9L^ΔHD1/fl^ transgenic mice with or without MCre compared to control B9/B9L^wt/fl^ mice with or without MCre. Each data point represents one histological section. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; ns not significant.

To delineate the basis for the repressive effect of B9/B9L-ΔHD1 on primary tumor growth, we monitored potential changes in tumor cell proliferation and in tumor cell apoptosis by quantification of immunofluorescence staining for the mitosis marker phospho-histone 3 (PH3) and for the early apoptosis marker cleaved Caspase-3 (clCasp3), respectively (Supplementary Fig. 4A, B). These analyses did not show any significant differences in the rates of tumor cell proliferation or of apoptosis in B9/B9L-ΔHD1 tumors compared to wild-type controls (Fig. 4F, G). This might explain why the effect of the ΔHD1 mutations were relatively moderate on primary tumor growth and metastasis formation. In summary the interaction of Bcl9/Bcl9L with Pygopus appears to play only a limited role in the regulation of breast cancer tumor progression.

### The interactions of Bcl9/Bcl9L with β-catenin substantially contribute to tumor progression

We next ablated the specific interaction of Bcl9 and Bcl9L with β-catenin by using knock-in mouse lines carrying an in-frame deletion of their conserved HD2 domains [13]. Since B9/B9L double-homozygous mutants of HD2 were lethal [13], we crossed heterozygous Bcl9/Bcl9L^ΔHD2/fl^ mutant mice with MMTV-PyMT transgenic mice to induce mammary tumor formation and with MMTV-Cre mice to delete the floxed alleles in mammary tumors of Bcl9/Bcl9L^ΔHD2/fl^ mutant mice (Fig. 5A). We then assessed how disrupting the interaction of B9/B9L with β-catenin affected primary tumor growth, tumor progression, and metastasis formation. At 12 weeks of age, primary tumor growth, tumor progression to invasive cancer and the numbers and sizes of lung metastases were significantly reduced in B9/B9L^ΔHD2/fl^;MCre mice (Fig. 5B–E). Similar to the B9/B9L-ΔHD1, B9/B9L-ΔHD2 seemed be dominant over wild-type B9/B9L: tumor growth and progression were comparable between B9/B9L^ΔHD2/fl^ mice and B9/B9L^ΔHD2/fl^;MCre mice, while B9/B9L^wt/fl^;MCre mice did not show any difference to B9/B9L^wt/fl^ mice (Fig. 5B–E), again excluding a haploinsufficient effect. Immunofluorescence microscopy analysis of tumor sections stained with PH3 or clCasp3 revealed that the reduced tumor growth in B9/B9L-ΔHD2-expressing mice was due to both diminished tumor cell proliferation and increased apoptosis (Fig. 5F, G and Supplementary Fig. 4A, B).

**Fig. 5:**
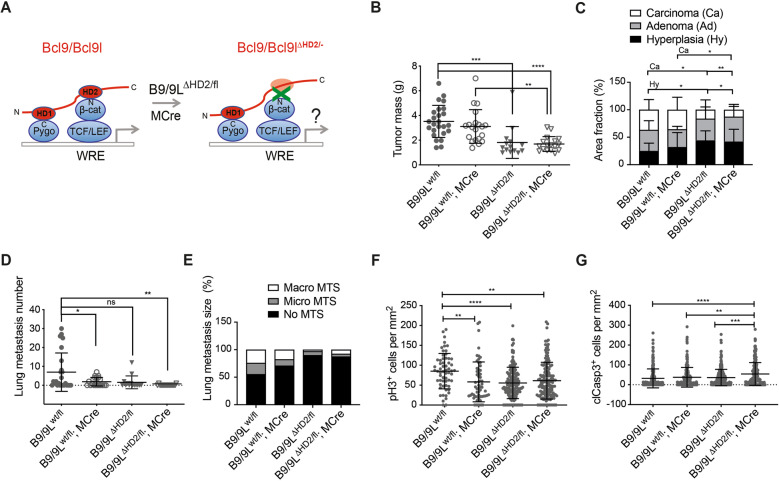
Disrupting the interaction of B9/B9L with β-catenin substantially reduces primary tumor growth and malignant tumor progression and metastasis. **A** Schematic representation of the knock-in strategy to express the ΔHD2 mutant forms of Bcl9 and Bcl9L and thus disrupting the interaction of Bcl9 and Bcl9L with β-catenin in mammary tumor cells of MMTV-PyMT transgenic mice. Mice carrying floxed alleles of Bcl9 and Bcl9L and carrying the knockin ΔHD2 mutant alleles of Bcl9 and Bcl9L were crossed with MMTV-PyMT and MMTV-Cre mice to generate composite transgenic mice expressing exclusively the ΔHD2 mutant forms of Bcl9 and Bcl9L in mammary tumor cells (B9/B9L^ΔHD2/fl^;MMTV-PyMT;MMTV-Cre). **B** Tumor growth in heterozygous B9/B9L^ΔHD2/fl^ transgenic mice with (*n* = 16) or without MCre (*n* = 14) compared to controls B9/B9L^wt/fl^ mice with (*n* = 20) or without MCre (*n* = 25) expression. Tumor mass from 12-week-old females was calculated as total weight of thoracic, abdominal, and inguinal mammary glands with tumors lesions. Each dot represents one mouse. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. **p < 0.01; ***p < 0.001; ****p < 0.0005. **C** The bar graph represents the effects of tumor cell-specific expression of the ΔHD2 mutant forms of Bcl9 and Bcl9L on malignant tumor progression of primary tumors in Bcl9/Bcl9L^ΔHD2/fl^;MMTV-PyMT;MMTV-Cre transgenic mice. Quantification of tumor stages (hyperplasia, adenoma, and carcinoma) are shown for primary tumors based on histological analysis of stitched microscopy images of different tumor areas. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; **p < 0.01. **D** Number of lung metastasis in heterozygous B9/B9L^ΔHD2/fl^ transgenic mice with (*n* = 16) or without MCre (*n* = 14) compared to controls B9/B9L^wt/fl^ mice with (*n* = 20) or without MCre (*n* = 25) expression. Lung metastasis nodules were counted in paraffin-embedded lung tissues, which were serially sectioned and stained with H&E. Each dot represents the total number of lung metastases per mouse. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; **p < 0.01; ns not significant. **E** The bar graph represents the effects of tumor cell-specific expression of the ΔHD2 mutant forms of Bcl9 and Bcl9L on the outgrowth of lung metastases. The size of lung metastasis was determined in serially sectioned paraffin-embedded lung tissues isolated from the mice described in D. **F** Quantification of immunostaining for the mitosis marker phospho-histone 3 (pH3) on tumor sections of B9/B9L^ΔHD2/fl^ transgenic mice with or without MCre compared to control B9/B9L^wt/fl^ mice with or without MCre. Each data point represents one histological section. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. **p < 0.01; ****p < 0.0005. **G** Quantification of immunostaining for the apoptosis marker cleaved Caspase-3 (clCasp3) on tumor sections of B9/B9L^ΔHD2/fl^ transgenic mice with or without MCre compared to control B9/B9L^wt/fl^ mice with or without MCre. Each data point represents one histological section. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. **p < 0.01; ***p < 0.001; ****p < 0.0005.

We next assessed whether a mutation of the N-terminal domain in β-catenin, which abrogated the interaction with both Bcl9 and Bcl9L on the side of β-catenin, recapitulated the effects of B9/B9L-ΔHD2 in breast cancer progression. To this end, we employed knock-in mouse lines carrying a N-terminal point mutation abrogating the binding of Bcl9 and Bcl9l to β-catenin (D164A) [33]. Mice carrying one mutated allele and a conditional allele of β-catenin (designated as β-catenin^D164A/fl^ = D164A/fl) [33] were intercrossed with MMTV-PyMT mice and with MMTV-Cre mice. The resulting composite transgenic mice expressed β-catenin-D164A exclusively in mammary tumor cells (β-catenin^D164A/fl^;MMTV-PyMT;MMTV-Cre mice = D164A/−) (Fig. 6A). At 12 weeks of age, the composite transgenic mice expressing only the mutant forms of β-catenin showed a significantly lower tumor mass (Fig. 6B). The impairment of β-catenin binding to Bcl9/Bcl9L also significantly reduced tumor progression and lung metastasis formation (Fig. 6C–E). Notably, composite transgenic mice harboring one allele of the mutant forms and still one allele of a conditional (fl) but fully functional allele of β-catenin also showed reduced tumor growth and metastasis formation, indicating a dominant-negative effect of β-catenin-D164A as observed with the mutant forms of Bcl9/Bcl9L. Also here, we exclude a haploinsufficent effect of the loss of one allele of β-catenin, since tumor progression was not affected upon loss of only one allele of β-catenin in β-catenin^wt/fl^;MMTV-PyMT;MMTV-Cre mice as compared to β-catenin^wt/wt^;MMTV-PyMT;MMTV-Cre mice (Supplementary Fig. 5A).

**Fig. 6:**
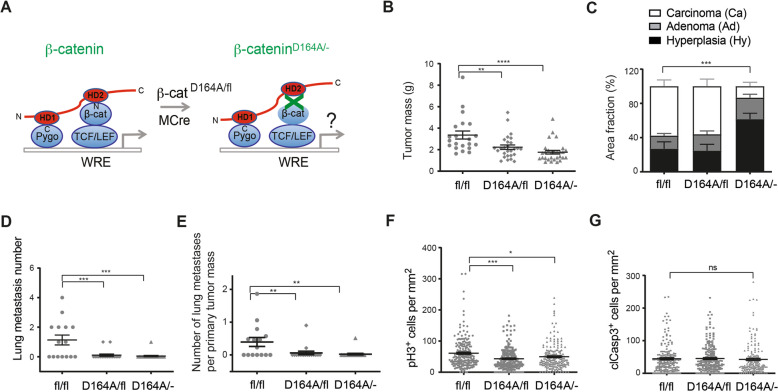
Disrupting the interaction of β-catenin with B9/B9L substantially reduces primary tumor growth and malignant tumor progression and metastasis. **A** Schematic representation of the knock-in strategy to express the D164A mutant form of β-catenin and thus disrupting the interaction of β-catenin with Bcl9 and Bcl9L in mammary tumor cells of MMTV-PyMT transgenic mice. Mice carrying floxed alleles of β-catenin and carrying the knockin D164A mutant allele of β-catenin were crossed with MMTV-PyMT and MMTV-Cre mice to generate composite transgenic mice expressing exclusively the ΔHD2 mutant forms of Bcl9 and Bcl9L in mammary tumor cells (βcatenin^D164A/fl^;MMTV-PyMT;MMTV-Cre). **B** Tumor growth in heterozygous β-catenin^D164A/fl^ transgenic mice with Cre (D164A/-; *n* = 29) or without Cre (D164A/fl; *n* = 26) compared to control β-catenin^fl/fl^ mice without Cre expression (fl/fl; *n* = 21). Tumor mass from 12-week-old females was calculated as total weight of thoracic, abdominal, and inguinal mammary glands with tumors lesions. Each dot represents one mouse. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. **p < 0.01; ****p < 0.0005. **C** The bar graph represents the effects of tumor cell-specific expression of the D164A mutant form of β-catenin on malignant tumor progression of primary tumors in MMTV-PyMT transgenic mice. Quantification of tumor stages (hyperplasia, adenoma, and carcinoma) are shown for primary tumors based on histological analysis of stitched microscopy images of different tumor areas. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. ***p < 0.001. **D** Number of lung metastasis in heterozygous β-catenin^D164A/fl^ transgenic mice with Cre (D164A/-; *n* = 19) or without Cre (D164A/fl; *n* = 18) compared to control β-catenin^fl/fl^ mice without Cre expression (fl/fl; *n* = 15). Lung metastasis nodules were counted in paraffin-embedded lung tissues, which were serially sectioned and stained with H&E. Each dot represents the total number of lung metastases per mouse. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. ***p < 0.001. **E** Relation of the number of lung metastases per primary tumor mass (metastatic index) as taken from the data from B and D. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. **p < 0.01. **F** Quantification of immunostaining for the mitosis marker phospho-histone 3 (pH3) on tumor sections of β-catenin^D164A/fl^ transgenic mice with Cre (D164A/-) or without Cre (D164A/fl) compared to control β-catenin^fl/fl^ mice without Cre expression (fl/fl). Each data point represents one histological section. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; ***p < 0.001. **G** Quantification of immunostaining for the apoptosis marker cleaved Caspase-3 (clCasp3) on tumor sections of β-catenin^D164A/fl^ transgenic mice with Cre (D164A/-) or without Cre (D164A/fl) compared to control β-catenin^fl/fl^ mice without Cre expression (fl/fl). Each data point represents one histological section. Data are presented as mean ± SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. ns not significant.

Immunofluorescence microscopy analysis of tumor sections for pH3 as a marker for tumor cell mitosis and for clCasp3 as a marker of tumor cell apoptosis revealed that the reduced tumor growth in β-catenin mutant-expressing mice is due to diminished tumor cell proliferation (Fig. 6F and Supplementary Fig. 5B), and not to an increase in tumor cell apoptosis (Fig. 6G and Supplementary Fig. 5C). However, the expression of canonical Wnt signaling target genes c-Myc and Cyclin D1 known to regulate cell proliferation, like Axin 2 was not significantly affected by the abrogation of Bcl9/Bcl9L-β-catenin interactions in D164A cells (Supplementary Fig. 5D). Critically, the N-terminal mutation did not affect the interaction of β-catenin with E-cadherin: immunoprecipitation experiments (Supplementary Fig. 5E) and immunofluorescence microscopy analysis of co-localization at cell membranes (Supplementary Fig. 5F) demonstrated that the interaction with E-cadherin was retained by the D164 mutant form of β-catenin.

These data show that the interactions of Bcl9 and Bcl9L with β-catenin play a critical role in tumor cell proliferation, primary tumor outgrowth, malignant tumor progression, and metastasis formation.

### Bcl9/Bcl9L-Pygopus–β-catenin interactions modulate gene expression

To examine the effects of ΔHD1, ΔHD2, and D164A knock-in mutations on Wnt/β-catenin and TGFβ-mediated transcriptional output we established cell lines derived from tumors with the defined B9/B9L and β-catenin genotypes. Floxed alleles of *Bcl9, Bcl9L*, and *β-catenin* genes were recombined by infection with Adenovirus expressing Cre-recombinase and GFP (Ad-Cre-IRES-GFP). Adenovirus-transduced cells were sorted by flow cytometry for GFP expression, and their genotype was confirmed by PCR analysis. Wnt3a-induced β-catenin-mediated transcriptional activity was then determined using a Super TOPflash/FOPflash promoter-reporter assay (TCF-LEF reporter). β-catenin/TCF-dependent transcriptional output was diminished in both ΔHD1/- and ΔHD2/- mutant cells (Fig. 7A), while β-catenin-D164A cells showed only a slight reduction in Wnt3a-induced transcriptional output as compared to two independent β-catenin-fl/fl cell lines expressing exclusively wild-type β-catenin (Fig. 7B).

**Fig. 7:**
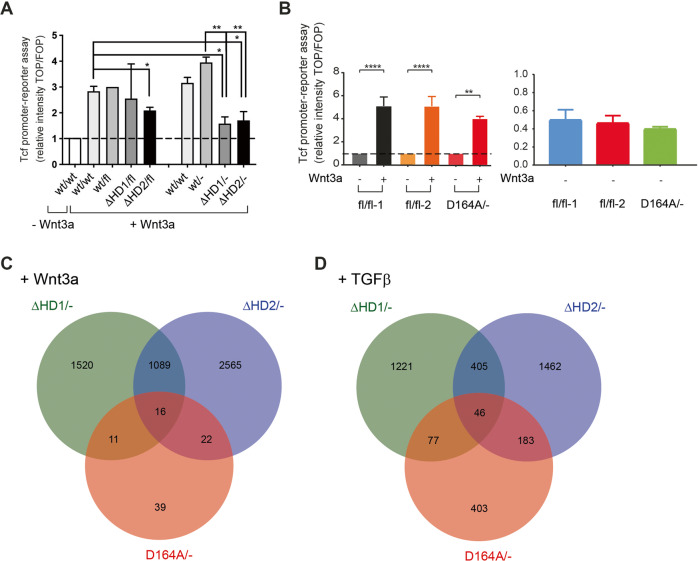
Comparative gene expression profiling of tumor-derived cell lines with defined B9/B9L and β-catenin mutations. **A**, **B** Primary epithelial tumor cells with B9/B9L wt/wt, wt/fl, ΔHD1/fl, ΔHD2/fl, and β-catenin fl/fl and D164A/fl genotypes were isolated from mammary tumors of the various genotype mice. B9/B9L wt/-, ΔHD1/- and ΔHD2/- and β-catenin D164A/- cell lines were generated by infection with Cre-expressing Adenoviruses (Ad-Cre-IRES-GFP). Cells with and without Cre expressions were treated with no cytokine or Wnt3a (3 days, 100 ng/ml). Tumor-derived cell lines expressing exclusively wild-type B9/B9L (wt/wt, wt/fl or wt/-) or exclusively B9/B9L mutants (ΔHD1/- and ΔHD2/-) (A) or exclusively wild-type β-catenin (fl/fl-1 and fl/fl-2) or β-catenin-D164A (D164A/-) (B) were transfected with superTOPflash (TCL/LEF-Firefly luciferase) or superFOPflash (mutated TCF-LEF-binding site) and treatment with or without Wnt3a for 3 days and canonical Wnt signaling output was determined by bioluminescence assays. Relative transcriptional output was calculated relative to wild-type cells in the absence of Wnt3a set to 1. The right panel in B shows the lack of variation of β-catenin/Tcf-mediated transcription in the various genotype β-catenin cell lines in the absence of Wnt3a. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. *p < 0.05; **p < 0.01; ****p < 0.0005. **C**, **D** Cell lines derived from tumors of the various genotype MMT-PyMT transgenic mice were treated with recombinant Wnt3a (3 days; 100 ng/ml) or recombinant TGFβ (4 days; 2 ng/ml) and subjected to next-generation RNA-sequencing. Venn diagrams showing the overlap of differentially expressed genes between B9/B9L ΔHD1/-, B9/B9l ΔHD2/- and β-catenin D164A/- mutant cell lines compared to their wild-type control cell lines upon treatment with Wnt3a (C) and TGFβ (D). RNA changes with *p* ≤ 0.05 and a fold change ≥1.5 were considered differentially expressed. For the gene lists shared by the B9/B9L-β-catenin interaction mutants ΔHD2/- and D164/- please see Supplementary Tables I and II.

These cell lines were then used for whole transcriptome analysis by RNA-sequencing and comparative gene expression profiling under three conditions: no cytokine control or treatments with either Wnt3a (100 ng/ml) for 3 days or TGFβ (2 ng/ml) for 4 days. 

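RNA-sequencing values were analysed for the β-catenin cell lines, which were established from mammary tumors driven by the polyoma middle T oncogene. The genotypes were fl/fl, with floxed alleles and no point mutation, D164A/fl, with the D164A mutation beside a floxed allele, and D164A/-, in which Cre recombinase had removed the floxed allele. Each genotype had 8 samples, with 2 biological replicates in each of 4 culture conditions. These were cells with and without Wnt3a at 100 ng/ml for 3 days, and cells with and without TGFβ at 2 ng/ml for 4 days, so that the Wnt3a and the TGFβ experiment each had untreated cells of their own. The labels do not say whether the replicates of a genotype were different cell lines or cultures of the same line. The B9/B9L-ΔHD1 and B9/B9L-ΔHD2 lines were not analysed here.

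According to the methods, poly(A) RNA was sequenced as single-end reads, reads with a unique position on the mouse genome (mm10, GRCm38) were kept, and reads starting within an exon of a gene were counted. The authors deposited normalized values for 56 samples, which include lines not described in this part. Each value is a whole number of reads divided by the effective library size of the sample in M reads (mega, CPM). Over the 56 samples, the scaling factors ran from 0.81 to 1.14. The values cover 20314 genes listed by Entrez identifier, of which 20261 matched a RefSeq symbol. In fl/fl cells, 24.2 to 33.7 M reads per sample were assigned to genes (median 27.1 M). In D164A/fl cells this number was 25.0 to 28.3 M (median 27.0 M), and in D164A/- cells 22.4 to 26.9 M (median 25.2 M). The paper's methods state an average of 34.8 ± 3.2 M pass-filter reads per sample (data are given as mean ± SEM according to the statistics section), whereas the values rest on the reads assigned to genes. A single read corresponded to 0.0315 to 0.0451 CPM in the 24 samples of the 3 genotypes and to 0.0306 to 0.0486 CPM over all 56 samples. The smallest level counted as detected, 3 reads, corresponded to 0.092 to 0.146 CPM over all 56 samples. These limits cover counting error only.

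The log2 of CPM + 1 was compared between conditions with limma, with a coefficient for each of the 12 conditions and a trend of the variance with expression. Log2 fold changes are on this scale, which understates changes of genes near or below 1 CPM. The tests covered the 12868 genes with at least 1 CPM in at least 2 of the 24 samples. Genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1 were counted as differentially expressed, which are the thresholds of the paper's methods. The comparisons among fl/fl and D164A/- cells, and those of D164A/- with D164A/fl cells, were repeated with the replicate number as a block, while the responses of D164A/fl cells and their comparison with fl/fl cells were not. To check whether replicates with the same number belong together, the deviation of each replicate from the mean of its condition was correlated across genes between the compared conditions.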

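β-catenin is encoded by Ctnnb1 (Entrez 12387), on chromosome 9 of GRCm38 from 120933400 to 120960507. Untreated cells of the Wnt3a experiment had 993 ± 21.2 CPM of Ctnnb1 in fl/fl cells, 885 ± 179 CPM in D164A/fl cells and 936 ± 153 CPM in D164A/- cells (mean ± SD, n = 2). The log2 fold change between untreated D164A/- and fl/fl cells was -0.09 (standard error 0.19, adjusted p = 0.748 from limma with Benjamini-Hochberg adjustment), and the adjusted p-value with the replicate block was 0.677. Replicates with the same number deviated in opposite directions in this comparison (correlation across genes -0.4). In the TGFβ experiment, untreated fl/fl cells had 930 ± 163 CPM and untreated D164A/- cells 763 ± 16.6 CPM, a log2 fold change of -0.27 (adjusted p = 0.301 from the same test). The values add up all reads of the gene, so they show neither the amino acid substitution nor the exons removed by Cre.

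Bcl9 (Entrez 77578), on chromosome 3 from 97203658 to 97298402, had 21.7 ± 4.35 CPM in untreated fl/fl cells and 56.7 ± 15.6 CPM in untreated D164A/- cells of the Wnt3a experiment. This is a log2 fold change of 1.33 (standard error 0.26, adjusted p = 0.000928 from limma with Benjamini-Hochberg adjustment, 0.00135 with the replicate block). Bcl9l (Entrez 80288), on chromosome 9 from 44482738 to 44511906, was higher as well, with 33.6 ± 7.39 CPM against 157 ± 73.1 CPM (log2 fold change 2.12, adjusted p = 0.0154, 0.0198 with the block). In untreated cells of the TGFβ experiment, the log2 fold changes were 0.28 for Bcl9 (adjusted p = 0.433) and 0.16 for Bcl9l (adjusted p = 0.87), and neither gene was differentially expressed there. Over all genes tested, the difference between untreated D164A/- and fl/fl cells followed the GC content of the transcripts in opposite directions in the 2 experiments (Spearman's rho 0.39 in the Wnt3a experiment and -0.34 in the TGFβ experiment). With each sample's trend with GC content removed, a choice made after the data were examined, the log2 fold changes were 0.97 for Bcl9 and 1.3 for Bcl9l in the Wnt3a experiment, and 0.7 and 0.81 in the TGFβ experiment.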

The reason for the rather long-term cytokine treatment was based on the observation that profound cell morphology changes were best detected after such time spans (Supplementary Fig. 6A). ΔHD1/-, ΔHD2/-, and D164A/- mutant cell lines expressed exclusively B9/B9L-ΔHD1, B9/B9L-ΔHD2, or β-catenin-D164A, while ΔHD1/fl, ΔHD2/fl, and D164/fl mutant cell lines expressed B9/B9L-ΔHD1, B9/B9L-ΔHD2, or β-catenin-D164A and the floxed (wild-type) alleles. Hemizygous control wt/- cells expressed only one wild-type allele of *B9/B9L* genes, while fl/fl cells expressed two floxed alleles which behaved as wild-type alleles.

Unsupervised hierarchical clustering of the top 500 most variable genes between the various cell lines and the particular treatments revealed that the cell lines did not cluster according to their genotypes but rather to the treatments with Wnt3a or TGFβ (Supplementary Fig. 6B). This result suggests that the deficiencies in Bcl9/Bcl9L-Pygopus and β-catenin interactions were not dramatically affecting overall gene expression.

We thus analyzed which genes were differentially expressed upon treatment with Wnt3a or TGFβ and whether their expression was affected by the disruption of B9/B9L-β-catenin binding in the B9/B9L-ΔHD2 mutant and the β-catenin-D164A mutant cell lines. 

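In fl/fl cells, 66 genes were differentially expressed upon treatment with Wnt3a, 20 with higher and 46 with lower expression. With the replicate block this number was 1489, with 122 higher and 1367 lower, and edgeR's test gave 13 genes, 9 higher and 4 lower, so the balance of directions depends on the test. In the block, the deviations of the paired replicates were correlated (r = 0.51 across genes). The thresholds of the legend of Fig. 7 gave the highest count among the alternatives, 2422 genes, and a test on only the samples compared gave 0 genes, with 890 at an unadjusted p under 0.05. The changes of fl/fl cells followed the GC content of the transcripts (Spearman's rho 0.76 across genes). With each sample's trend with GC content removed, a choice made after the data were examined, 101 genes responded, 36 of which were among the 66, and 697 with the replicate block as well. In D164A/- cells, 49 genes responded to Wnt3a, 33 upward and 16 downward, and 144 with the replicate block (r = 0.89). Of the 66 and 49 genes, 5 were shared, all in the same direction. Whether or not they passed in D164A/- cells, 45 of the 66 genes (68.2%) changed in the same direction there. Of the 110 genes that passed in either genotype, 74 (67.3%) changed in the same direction in both. Tested directly, the response to Wnt3a differed between D164A/- and fl/fl cells for 7 genes (4 more positive and 3 more negative in D164A/- cells), for 511 with the replicate block (434 and 77), and for 0 in edgeR's test on the whole reads, where 857 genes had an unadjusted p under 0.05. This difference followed GC content too (rho -0.68), and with the GC trend removed 8 genes passed, of which 3 were among the 7.

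Axin2 (Entrez 12006), a Wnt target gene on chromosome 11 of GRCm38 from 108917828 to 108950783, had the largest increase in fl/fl cells. It rose from 0.452 ± 0.282 CPM (SD, n = 2) to 85.8 ± 49.2 CPM, a log2 fold change of 5.79 (standard error 0.45, adjusted p = 1.48e-05 from limma with Benjamini-Hochberg adjustment). Axin2 in D164A/- cells rose from 0.942 ± 0.817 CPM to 67.6 ± 39.2 CPM (log2 fold change 5.08, adjusted p = 3.44e-05). The difference between the 2 responses was -0.71 (standard error 0.64, adjusted p = 0.629, 0.349 with the replicate block), which does not exceed the spread between replicates. With the GC trend removed, Axin2 rose by 5.21 in fl/fl cells and by 5.05 in D164A/- cells. In D164A/fl cells, Axin2 rose from 1.42 ± 0.337 CPM to 151 ± 3.53 CPM. Il17rd (Entrez 171463), on chromosome 14 from 27038964 to 27107286, had the largest positive difference in response. It changed from 4.06 ± 2.11 CPM to 4.31 ± 1.37 CPM in fl/fl cells and from 1.73 ± 0.594 CPM to 28.4 ± 12.3 CPM in D164A/- cells, a difference of 3.27 on the log2 scale (adjusted p = 0.0302, 0.0248 with the GC trend removed).

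TGFβ changed the expression of 965 genes in fl/fl cells, 522 upward and 443 downward. With the replicate block (r = 0.66) the count was 1263 genes, 630 upward and 633 downward. The test of edgeR gave 526 and 528, and a pseudocount of 0.1 gave 547 and 574. Upward genes stayed more numerous with GC trends removed (608 against 528) and in a test on only the samples compared (471 against 413). The balance of directions therefore depends on the test. In D164A/- cells, 641 genes responded to TGFβ, 441 upward and 200 downward, and 998 with the block (r = 0.34). Of these genes, 203 responded in both genotypes, 173 of them in the same direction. Whether or not they passed in D164A/- cells, 700 of the 965 genes (72.5%) changed in the same direction there. Mmp9 (Entrez 17395), on chromosome 2 from 164940326 to 164955850, had the largest increase in fl/fl cells, from 6.2 ± 1.19 CPM to 1936 ± 19.3 CPM (log2 fold change 8.08, adjusted p = 6.09e-07).

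**Figure D1:**
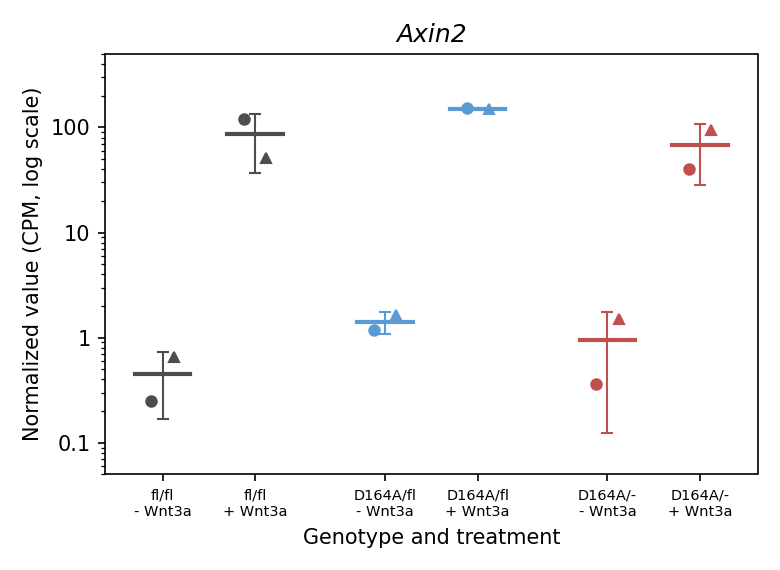
Axin2 in CPM on a log scale in fl/fl, D164A/fl and D164A/- cells without and with Wnt3a. Circles are replicate 1 and triangles replicate 2, horizontal lines are means and error bars the SD (n = 2), and in each genotype both treated replicates lie above both untreated replicates.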

Only 38 Wnt3a-regulated genes were affected by the disruption of B9/B9l-β-catenin binding, while 229 TGFβ-regulated genes changed their expression upon loss of B9/B9l-β-catenin binding (Fig. 7C, D). 

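Among cells treated with Wnt3a, 2728 genes were differentially expressed between D164A/- and fl/fl cells, which is 21.2% of the genes tested. With the replicate block this number was 2743, although same-numbered replicates of the 2 genotypes deviated in opposite directions (r = -0.62 across genes). With the fl/fl replicate numbers swapped in the block, a choice made after the data were examined, it was 3328. The count ranged from 1118 in a test on only the samples compared to 4781 with the thresholds of the legend of Fig. 7. Among cells treated with TGFβ, 3069 genes (23.8%) differed between D164A/- and fl/fl cells, and 3110 with the replicate block (r = 0.17). Ctnnb1 itself was not among them, with log2 fold changes of 0.21 with Wnt3a (adjusted p = 0.44 from limma with Benjamini-Hochberg adjustment) and -0.32 with TGFβ (adjusted p = 0.227).

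The largest increase in both treated states was that of Igfbp5 (Entrez 16011), on chromosome 1 of GRCm38 from 72858065 to 72874865. With Wnt3a it had 0.174 ± 0.0727 CPM in fl/fl cells and 4920 ± 3762 CPM in D164A/- cells (SD, n = 2; log2 fold change 11.79, standard error 0.79, adjusted p = 1.63e-08). Cavin1 (Entrez 19285), on chromosome 11 from 100956736 to 100970617, had the largest decrease with Wnt3a, from 447 ± 39.4 CPM in fl/fl cells to 0.725 ± 0.162 CPM in D164A/- cells (log2 fold change -8.02, standard error 0.26, adjusted p = 3.75e-12). Mtap (Entrez 66902), on chromosome 4 from 89137370 to 89181090, had 0.168 ± 0.11 CPM in fl/fl cells with Wnt3a and 651 ± 152 CPM in D164A/- cells, and its mean over all 8 fl/fl samples was 0.27 CPM. In D164A/fl cells this mean was 482 CPM, and it was at least 278 CPM in every line but fl/fl. Igfbp5 and Mtap were also among the 3 largest increases of D164A/fl against fl/fl cells with Wnt3a, and Cavin1 among the 3 largest decreases. These differences from fl/fl cells were therefore present in cells that keep the floxed allele.

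Supplementary Tables I and II list genes shared by the D164A/- and ΔHD2/- lines, of which only the D164A/- part was computed here. All 38 entries of Supplementary Table I matched a gene, and 36 passed the filter on low values. Of these, 23 (63.9%) were differentially expressed between D164A/- and fl/fl cells with Wnt3a, and 23 with the replicate block. The share among all genes tested was 21.2%, and a higher share in the list follows from how the paper selected its genes. Supplementary Table II has 302 entries, of which 301 matched a gene and 294 were tested. The paper's text gives 229 genes for TGFβ, and which of the 302 entries these are is not stated. The counts here refer to the longer table. Between D164A/- and fl/fl cells with TGFβ, 211 of them (71.8%) were differentially expressed, and 214 with the replicate block. With p-values adjusted over each list alone, the counts were 24 and 215.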

Notably, these genes lists were not apparently enriched in any specific Wnt or TGFβ signaling target genes or any specific biological pathways (Supplementary Tables I and II). These results suggest that the interaction between Bcl9 and Bcl9L and β-catenin may be critical for the expression of a number of genes, yet that these genes may not specify particular biological processes. Hence, the subtle changes in gene expression may underlie the modulatory role of Bcl9 and Bcl9L on β-catenin-mediated Wnt signaling and tumor progression (see “Discussion”).

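Genes that respond to a cytokine and genes that differ between genotypes overlapped only in part. Of the 110 genes that responded to Wnt3a in fl/fl or D164A/- cells, 70 (63.6%) differed between the genotypes in the treated cells. For TGFβ these numbers were 902 of 1403 genes (64.3%). Among all genes tested, 21.2% differed between the genotypes with Wnt3a and 23.8% with TGFβ. The same treated samples enter the response and the comparison of genotypes, which raises the overlap by an unknown amount. Among the tested genes of Supplementary Table I, 36 of 36 had a higher value with Wnt3a in fl/fl cells (median log2 fold change 1.02), 2 of them past the thresholds for differential expression, 18 with the replicate block, and 17 when p-values were adjusted over the list alone. In D164A/- cells, 34 were higher (median 1.17), 8 of them past the thresholds, 16 with the block, and likewise 17 when adjusted over the list alone. The response to Wnt3a differed between these genotypes past the thresholds for 0 genes of the list without and 4 with the replicate block. The count was also 4 when p-values were adjusted over the list alone, and 7 passed those of the legend of Fig. 7. In D164A/fl cells, 26 of the 36 genes responded to Wnt3a past the thresholds, all upward (median 2.39).

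Among the tested genes of Supplementary Table II, 195 responded to TGFβ in fl/fl cells, 141 upward and 54 downward, and 122 responded in D164A/- cells (223 and 158 with the replicate block). Both the response in fl/fl cells and the difference between D164A/- and fl/fl cells with TGFβ passed the thresholds for 151 genes of the list. The response itself differed between the genotypes for 104 genes of this list (141 with the block), 35.4%, against 5.2% of all genes tested. The lists hold genes that the paper found regulated by the cytokine and affected in D164A/- cells, so that higher shares than among all genes follow from this selection. Of 22 genes that the paper names for Wnt signaling and epithelial-mesenchymal transition, among them Axin2, Lef1, Myc, Ccnd1, Cdh1, Cdh2 and Fn1, only Wnt11 and Vim are in Supplementary Table II and none is in Supplementary Table I.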

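The difference between genotypes was also measured in the absence of cytokine. In untreated cells of the Wnt3a experiment, 2745 genes differed between D164A/- and fl/fl cells, and 2773 with the replicate block. Of the 2728 genes that differed with Wnt3a, 1856 (68.0%) also differed in these untreated cells, all in the same direction. In untreated cells of the TGFβ experiment, 2995 genes differed, and they included 2027 (66.0%) of the 3069 genes that differed with TGFβ, counting only those with the same direction. Of the listed genes tested, 19 of Supplementary Table I and 179 of Supplementary Table II differed between the untreated cells. D164A/fl cells, which keep a floxed allele, differed from fl/fl cells in 3078 genes with Wnt3a and in 2476 genes with TGFβ. In the same direction there were 2030 of the 2728 genes with Wnt3a and 1627 of the 3069 with TGFβ. These comparisons share the fl/fl samples, which raises the overlap by an unknown amount. In untreated cells of the TGFβ experiment, which are independent of the comparison with Wnt3a, D164A/fl cells shared 1081 of the 2728 genes. D164A/- cells themselves shared 1812 there. According to the methods, D164A/- cells were made with Cre from cells that had the mutant and a floxed allele, although the labels do not name the parent line. Between D164A/- and D164A/fl cells, 614 genes differed with Wnt3a (633 with the replicate block, r = 0.64) and 1682 with TGFβ (1743 with the block, r = -0.12). These included 216 of the 2728 genes and 910 of the 3069 in the same direction. The D164A/- samples are shared by the comparisons with both other genotypes. Of Supplementary Table I, 13 genes differed between D164A/- and D164A/fl cells with Wnt3a, all lower in D164A/- cells. Of Supplementary Table II, 107 genes differed between these genotypes with TGFβ, 35 higher and 72 lower in D164A/- cells.

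The paper's reasoning combines its own lists of genes affected in the D164A/- and ΔHD2/- lines with the absence of an apparent enrichment in them. From these it proposes that binding of Bcl9 and Bcl9L to β-catenin may be needed for the expression of a number of genes, and that these genes may not belong to particular biological processes.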

## Discussion

Most breast cancer deaths are due to the growth of metastatic cells in vital organs. Both canonical Wnt and TGFβ-signaling are key pathways in the regulation of cellular state, cancer cell proliferation, and cancer cell invasion. In breast cancer the components of both pathways are rarely mutated, yet both pathways are frequently found activated in malignant and metastatic breast cancer [8, 34]. The functional interactions between these morphogenic signaling pathways are only poorly understood during the process of an EMT and the malignant progression and metastasis of breast cancer [4, 5, 29].

Here, we have dissected the roles of the interactions of Bcl9 and Bcl9L with Pygopus and with β-catenin during tumor progression and metastasis formation in the MMTV-PyMT mouse model of metastatic breast cancer. We have employed mouse lines carrying conditional alleles of B9/B9L and knock-in mouse lines carrying various alleles of B9/B9L and of β-catenin: B9/B9L-ΔHD1 lack the capability to bind to Pygopus [13], B9/B9L-ΔHD2 fail to bind to β-catenin [13], and β-catenin-D164A cannot bind to B9/B9L [33].

We found that the loss of Pygopus 2-B9/B9L binding in cancer cells expressing the ΔHD1 mutant forms of Bcl9/9L results in smaller tumors and less metastases. This result is consistent with our recent report demonstrating that the loss of Pygous 2 interaction with histones in tumors of MMTV-PyMT transgenic mice resulted in smaller and more differentiated tumors with less metastasis [35]. However, we did not see a significant reduction of tumor cell proliferation or increase in apoptosis, as expected from the reported role of Pygopus 2 in cell proliferation [36].

Interfering with the β-catenin-B9/B9L interactions with Bcl9/9L-ΔHD2 or β-catenin-D164A provoked a significant reduction in primary tumor growth, malignant tumor progression, and metastasis formation. This was mainly due to diminished tumor cell proliferation and increased tumor cell apoptosis. The more profound effects observed upon loss of B9/B9L binding to β-catenin, compared to a loss of binding to Pygopus, are consistent with a recent report demonstrating that B9/B9L sustains β-catenin transcriptional activity in colorectal cancer cells and in developing forelimbs in a Pygopus-independent manner [18]. Notably, all mutant versions of B9/B9L and β-catenin exerted a dominant-negative effect on tumor growth and metastasis formation, suggesting that the interaction mutants disrupted functional β-catenin transcriptional complexes.

Altogether, the results indicate that the binding of Bcl9/9L to β-catenin and Pygopus is important for malignant breast cancer progression and metastasis formation. This is consistent with several reports that B9/B9L-deficiency diminishes tumor load and to decrease EMT and metastasis formation in other mouse cancer models: myeloma, intestinal cancer, colorectal cancer, non-small cell lung cancer, hepatocellular carcinoma, and pancreatic adenocarcinoma [19, 20, 37–41]. In this context, it is important to note that canonical Wnt signaling is known to promote cell proliferation [42, 43], and in our experiments the specific ablation of the binding of B9/B9L to β-catenin distinctly affects tumor growth and tumor progression. This suggests that the Bcl9/Bcl9L-β-catenin interaction is critical for tumor progression.

These results stand in contrast to the observation that the complete loss of B9/B9L expression induces apoptosis of cultured breast cancer cells in vitro. Moreover, in the MMTV-PyMT mouse model of metastatic breast cancer, B9/B9l-deficient cells were selected against, and primary tumor growth and metastasis were reconstituted by cancer cells which had not been genetically depleted for B9/B9L (aka escape phenotype). Apparently, the complete loss of Bcl9/Bcl9L impairs survival of mammary tumor cells, while the disruption of the β-catenin-Bcl9/Bcl9L-Pygopus chain of adapters only affects the tumorigenic behavior of the tumor cells. These results may suggest that Bcl9 and Bcl9L may exert β-catenin-independent functions, a notion which warrants further investigations, as previously described [13].

Since the RNA-sequencing of cell lines expressing the mutant forms of B9/B9L and β-catenin did not reveal major changes, we postulate the interaction is critical for fine-tuning Wnt/β-catenin signaling during malignant breast cancer progression. In particular, we could not identify Wnt and TGFβ-specific gene signatures. It rather appeared that the Bcl9/Bcl9L-β-catenin binding deficiency caused a moderate decrease of the expression of genes of various pathways. Thus, Bcl9 and Bcl9L may promote mammary tumor growth and metastasis formation in MMTV-PyMT mice in a rather moderate manner and by fine-tuning the expression levels of direct and indirect Wnt target genes. These results are reminiscent of other studies where the disruption of Bcl9 and Bcl9L functions had no effect on normal tissue homeostasis, but moderately repressed carcinogenesis, an observation consistent with the “just-right” hypothesis of Wnt-driven tumor formation [39, 40]. Hence, the question remains whether Bcl9 and Bcl9L aid in the selection of specific β-catenin target genes or modulate the quantitative difference in β-catenin-dependent transcriptional output on specific target genes. 

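In cells treated with Wnt3a, 1478 of the genes that differed between D164A/- and fl/fl cells had higher expression in D164A/- cells and 1250 had lower expression (54.2% and 45.8%). With the replicate block, 1476 genes were higher and 1267 lower. In cells treated with TGFβ, 1502 genes were higher and 1567 lower (48.9% and 51.1%), and 1522 and 1588 with the block. The balance with TGFβ turned to the higher genes with a pseudocount of 0.1 (1811 against 1709), with edgeR (1817 against 1708) and with GC trends removed (1746 against 1446), and was even without replicate 2 (1436 against 1435), whereas with Wnt3a the higher genes were more numerous with every alternative. Against D164A/fl cells, 121 genes were higher and 493 lower in D164A/- cells with Wnt3a (135 and 498 with the block). With TGFβ, 768 were higher and 914 lower (801 and 942 with the block, 988 and 885 with GC trends removed). The median absolute log2 fold change of the differing genes was 1.72 with Wnt3a and 1.73 with TGFβ. An absolute log2 fold change above 2, which is 4-fold on the scale of CPM + 1, was reached by 1055 genes with Wnt3a and 1228 genes with TGFβ. The genes of the supplementary lists were lower in D164A/- cells more often than higher. Of the 23 differing genes of Supplementary Table I, 9 were higher and 14 lower, and of the 211 of Supplementary Table II, 58 were higher and 153 lower. Over all tested genes of the lists, the median log2 fold change was -0.68 for Supplementary Table I and -1.25 for Supplementary Table II. Over all genes tested, it was 0.06 with Wnt3a and 0.0 with TGFβ. The samples were scaled to each other, which removes a shift common to most genes. The counts and medians over all genes therefore cannot show a decrease of that kind. Compared with fl/fl cells, D164A/fl cells with Wnt3a had 16 genes of Supplementary Table I higher and 8 lower. With TGFβ, they had 60 genes of Supplementary Table II higher and 125 lower.

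Lower expression was not spread evenly over the genome. Of the genes lower in D164A/- cells with Wnt3a, 34.3% lie on chromosomes 6, 14, 18 and 19, which hold 14.5% of the genes tested and 11.5% of the genes that were higher. These chromosomes were picked for the lowest medians in the same data, which favors a high share. Over all 8 samples per genotype, the median log2 fold change of the 269 genes on chromosome 18 with a mean of at least 10 CPM was -0.65, and it lay between -0.89 and -0.53 in the single culture states. Against fl/fl cells, D164A/fl cells had medians of -0.46, -0.62, -0.7 and -0.54 on chromosomes 6, 14, 18 and 19. Every line had a lower median on chromosome 18 than fl/fl cells (-1.03 to -0.42). The shifts were therefore not specific to D164A/- cells.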

Along these lines, loss of the specific B9/B9L/β-catenin/Pygopus interactions also affected the TGFβ-mediated signaling output. 

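The difference between the TGFβ responses of D164A/- and fl/fl cells was tested with an interaction term, which covers the D164A/- line alone. The responses differed for 664 genes, 367 with a more positive and 297 with a more negative change in D164A/- cells. With the replicate block this number was 1268 (754 more positive and 514 more negative), the deviations of the replicates being correlated at 0.34 in D164A/- cells and 0.66 in fl/fl cells. Of the 664 genes, 398 responded to TGFβ in fl/fl cells, and 384 of these had a smaller absolute change in D164A/- cells. The fl/fl samples enter both of these tests, which favors this direction. A further 176 responded in D164A/- cells only, and 90 passed the thresholds in neither genotype. The median absolute difference of the 664 genes was 1.97 on the log2 scale. Of these genes, 69.7% differed by at least 1 in the same direction between the responses of D164A/fl and fl/fl cells. The fl/fl samples enter both differences, which inflates this share by an unknown amount. The pattern therefore cannot be told apart from a difference that D164A/fl cells already have. With edgeR's test on the whole reads, the count was 383 (285 more positive and 98 more negative), of which 351 were among the 664, so the balance of directions depends on the test.

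The paper's markers of epithelial-mesenchymal transition differed in how they responded in D164A/- and fl/fl cells. For these genes too, the allele could not be told apart from the cell line. Itga5 (Entrez 16402), which encodes integrin α5 and lies on chromosome 15 of GRCm38 from 103344286 to 103366791, rose from 58 ± 5.9 CPM to 651 ± 177 CPM in fl/fl cells (SD, n = 2), a log2 fold change of 3.44. In D164A/- cells it rose from 16.4 ± 3.99 CPM to 32 ± 0.293 CPM, a log2 fold change of 0.95. The difference between the responses was -2.5 (standard error 0.33, adjusted p = 0.000186 from limma with Benjamini-Hochberg adjustment, 0.000194 with the replicate block). Cdh1 (Entrez 12550), the gene of E-cadherin on chromosome 8 from 106603350 to 106670247, had 874 ± 130 CPM without and 379 ± 110 CPM with TGFβ in fl/fl cells, and its log2 value dropped by 1.22 (adjusted p = 0.0044). D164A/- cells had 661 ± 2.03 CPM of Cdh1 without and 941 ± 156 CPM with TGFβ, a change that did not pass the thresholds (adjusted p = 0.348), and the responses differed by 1.72 (adjusted p = 0.00836). Cdh2 (Entrez 12558), the gene of N-cadherin on chromosome 18 from 16588877 to 16809246, stayed at 53.5 ± 2.51 and 55.2 ± 0.754 CPM in fl/fl cells. It rose in D164A/- cells from 3.95 ± 0.017 CPM to 49.9 ± 2.93 CPM, and the responses differed by 3.31 (adjusted p = 6.54e-05).

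Fn1 (Entrez 14268), the gene of fibronectin on chromosome 1 from 71585473 to 71653280, rose in both genotypes, from 5725 ± 2996 CPM to 34115 ± 6312 CPM in fl/fl cells and from 170 ± 127 CPM to 5014 ± 3507 CPM in D164A/- cells. The difference of 2.23 between its responses did not pass the threshold (adjusted p = 0.253, 0.0138 with the replicate block). For Vim (Entrez 22352), on chromosome 2 from 13574311 to 13582826, the difference was -1.81 (adjusted p = 0.299). Vim was already higher in untreated D164A/- cells, with 344 ± 9.02 CPM against 44 ± 8.15 CPM in fl/fl cells. Fst (Entrez 14313), on chromosome 13 from 114452262 to 114458989, had the largest positive difference, 6.55 (adjusted p = 5.04e-06). It fell from 144 ± 10.6 CPM to 1.43 ± 0.266 CPM in fl/fl cells, and D164A/- cells had 15 ± 8.89 CPM without and 23.1 ± 10.1 CPM with TGFβ.

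**Figure D2:**
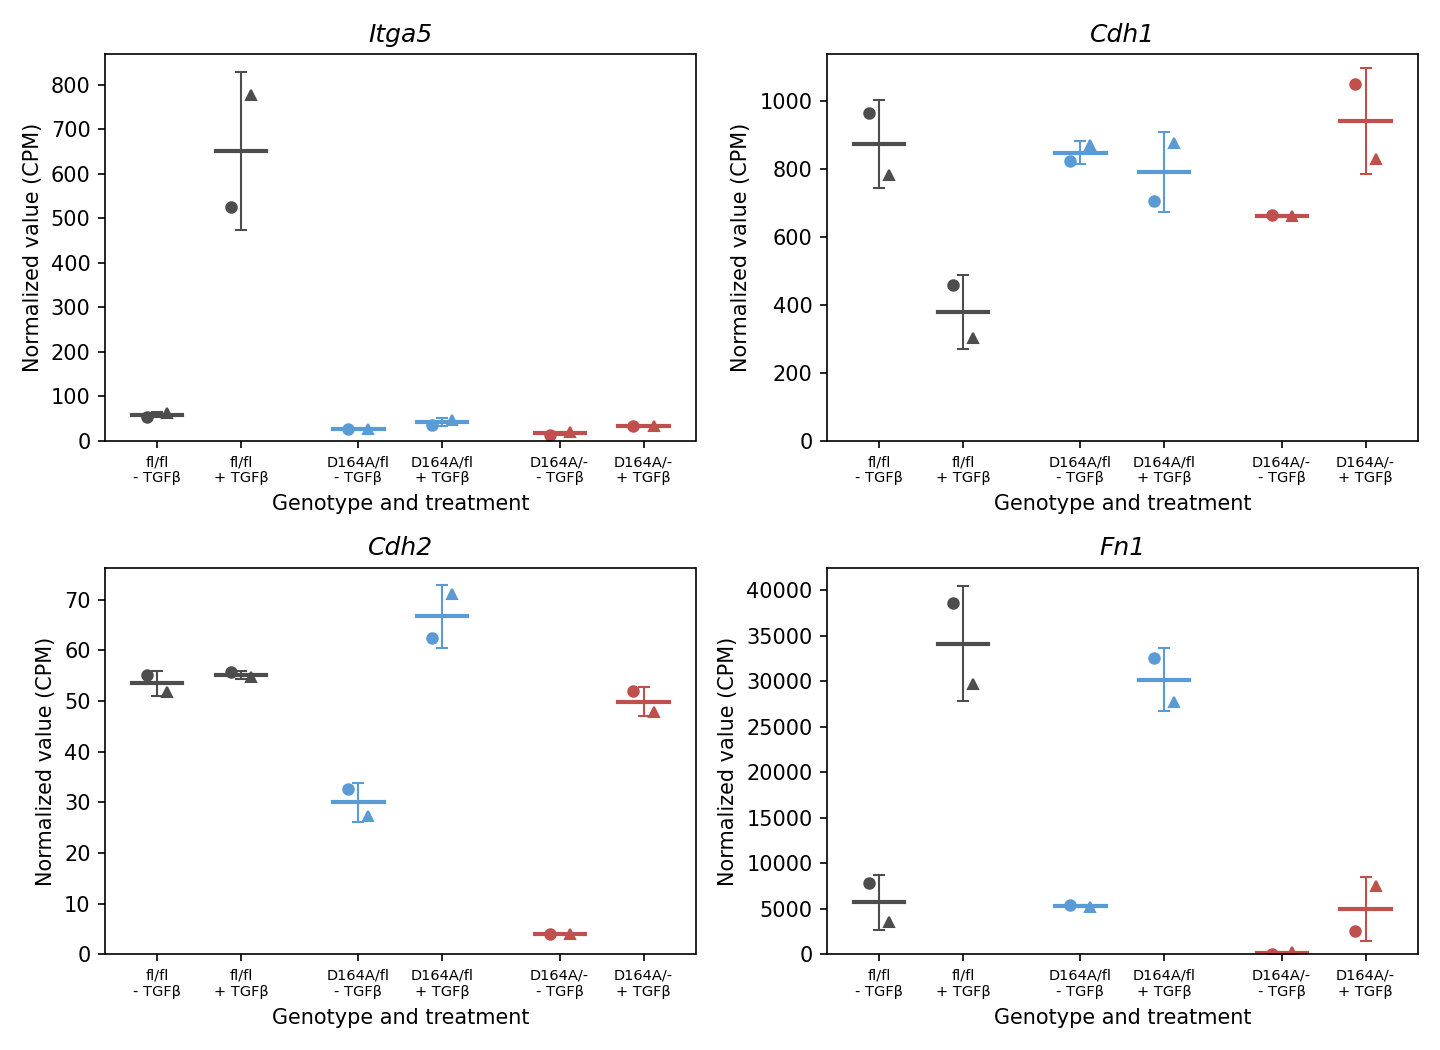
Itga5, Cdh1, Cdh2 and Fn1 in CPM in fl/fl, D164A/fl and D164A/- cells without and with TGFβ, with an axis of its own for each gene. Circles are replicate 1 and triangles replicate 2, horizontal lines are means and error bars the SD (n = 2), and only in fl/fl cells does Itga5 with TGFβ exceed 500 CPM.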

A functional interaction between Wnt and TGFβ signaling during EMT and other pathophysiological processes has been demonstrated before [42–44]. Our results underscore the importance of this crosstalk. However, a more complete picture is missing because of the challenges of identifying specific Wnt and TGFβ target genes in different cell types and in varying cell contexts.

Analysis of the expression of Bcl9 and Bcl9L revealed that both proteins are highly expressed during mammary tumor progression in MMTV-PyMT transgenic mic. Database mining indicated that *BCL9* and only to a lesser extent *BCL9L* are found mutated in breast cancers of patients. *BCL9* gene amplification appeared to be the most frequent genetic alteration in breast cancer with highest levels of amplifications in basal type and lowest in normal-type breast cancers. However, *BCL9L* gene alterations correlated with poor disease and progression-free survival of patients. Altogether, these results support the notion that BCL9 and BCL9L are critically players in breast carcinogenesis. These results are also consistent with previous work identifying nuclear BCL9 as a molecular driver in DCIS invasive progression [21]. Moreover, it has been reported that BCL9L is a critical player in regulating estrogen receptor expression in breast cancer, notably, in a β-catenin independent manner [31]. In fact, the mammary epithelial cell-specific transgenic expression of Bcl9L is sufficient to induce ductal-like mammary tumors in aged mice [31].

The increased expression of BCL9 and BCL9L may be caused by downregulation of microRNAs, such as mir30a [45, 46], miR-30c-2 [47], mir122 [48], mir128 and miR-1301 [49]. BCL9L expression has also been reported to be regulated by transcriptional repression by the tumor suppressor WWOX and HDAC3-mediated histone acetylation [50]. Another mechanism is suggested by the observation that the expression of *BCL9* can be induced by hypoxia in human hepatocellular carcinoma: BCL9 levels can also be stabilized by the deubiquitinase USP9X in a variety of cancer cell lines. Increased BCL9 levels in these cell lines promote the formation of the β-catenin transcriptional complex and the expression of Wnt target genes [45, 51]. However, it should also be noted that β-catenin-independent functions of BCL9 have been reported, such as in regulating mRNA stability of calcium signaling and neural-associated genes and thus promoting colorectal carcinogenesis [52].

Altogether, our results indicate that the interactions of B9/B9L with β-catenin, and to a lesser extent with Pygopus, represent a critical mechanistic contribution to Wnt signaling-mediated malignant tumor progression and metastasis formation and, thus, may offer attractive opportunities to therapeutically interfere with canonical Wnt signaling and with malignant tumor progression. Indeed, first biological and pharmacological approaches have been reported which prevent or disrupt the interactions between B9/B9L and β-catenin. For example, the Hippo signaling pathway kinase LATS2 has been reported to disrupt BCL9-β-catenin interaction in a kinase-independent function in colorectal cancer cells [53]. Subsequently, specific peptides have been designed to disrupt B9/B9L-β-catenin interactions and proven to block Wnt-driven cancer cell proliferation and to induce apoptosis [54, 55]. On the other hand, the interaction of β-catenin with B9/B9L appears to protect β-catenin from Tankyrase inhibitor-induced degradation [56]. In conclusion, targeting B9/B9L-β-catenin interactions may carry great potential in interfering with any cancer type that is driven by canonical Wnt signaling, including breast cancer. However, whether the specific targeting of B9/B9L-β-catenin interactions will impair Wnt-driven organ homeostasis and thus cause major side effects of cancer therapy, needs to be investigated.

## Material and methods

See also Supplementary Material and Methods.

### Mouse experiments

Mouse colonies were kept at the animal facility of the Department of Biomedicine, University of Basel, Switzerland. All animal experiments were carried out in accordance with the guidelines of the Swiss Federal Veterinary Office and the Cantonal Veterinary Office of Basel-Stadt. To examine the conditional ablation of Bcl9/Bcl9L in breast cancer cells, Bcl9^fl/fl^ and Bcl9L^fl/fl^ mice [19] were crossed with MMTV-PyMT (a kind gift of N. Hynes, FMI, Basel, Switzerland) [24, 57] and MMTV-Cre (a kind gift of Lothar Hennighausen, NHI, Bethesda, USA) mice [32]. Bcl9/Bcl9L^fl/fl^;MMTV-PyMT, and MMTV-Cre mice were then crossed with Bcl9/Bcl9L^ΔHD1/wt^ or Bcl9/Bcl9L^ΔHD2/wt^ [13] or β-catenin^D164A/wt^ [33] knockin mouse lines to generate mice. All mouse lines were maintained in an FVB/N genetic background, and experimental mice were always compared to littermate controls. To monitor MMTV-Cre-mediated recombination, Bcl9/Bcl9L^fl/fl^;MMTV-PyMT;MMTV-Cre mice were crossed with GFP-reporter mice (R26-LSL-GFP, kindly provided by V. Taylor, DBM, Basel, Switzerland). For the quantification of recombination, whole tumor sections were imaged with a Zeiss Axio Imager Scanning Microscope (×10 magnification). GFP-positive areas and total tumor areas (DAPI-positive area) were quantified using ImageJ. All experiments were performed with female mice. For analysis of the mammary gland, mice were sacrificed at 5 weeks and before a tumor volume of 1500 mm^3^ was reached, usually at 12–13 weeks of age.

### Cell and tumor genotyping

To extract genomic DNA, cells from a confluent 10 cm petri dish were trypsinized, washed in PBS, and pelleted by centrifugation. DNA was extracted using GenElute™ Mammalian Genomic DNA Miniprep Kits (G1N70, Sigma-Aldrich) according to the manufacturer’s protocol. Standard PCR was performed using the following primers: for the β-catenin floxed and mutant allele, sense primer RM41 (5′-AAG GTA GAG TGA TGA AAG TTG TT-3′) and antisense primer RM42 (5’-CAC CAT GTC CTC TGT CTA TTC-3′) were used, generating 324 and 221 bp products from the floxed and mutant alleles, respectively. To detect the floxed allele, sense primer RM68 (5′-AAT CAC AGG GAC TTC CAT ACC AG-3′) and antisense primer RM69 (5′-GCC CAG CCT TAG CCC AAC T-3′) were used generating a 631 bp product from the deleted allele [58].

Genotyping Bcl9 loxP site (expected band: 350 bp for loxP and 265 bp WT)

Bcl9 forward primer: (5′-CCTGCCGAGATGGTCTCAGTTC-3′)

Bcl9 reversed primer: (5′-CACCCCAGGCTACCTCACTGAC-3′)

Genotyping Bcl9L loxP site (expected band: 640 bp for loxP and 560 bp WT)

Bcl9L forward primer: (5′-CAACCCACCGGGACCTCTC-3′)

Bcl9L reversed primer: (5′-GGAGGAGCGGAGGAGCTGTTC-3′)

Genotyping Bcl9 WT and recombined (expected band: 284 bp for recombined; 162 bp for WT, and 400 bp for Lox)

Bcl9 D1 forward primer: 5′-CCACCAAGGAATCGCAGACGTG-3′

Bcl9 D2 reversed primer 1: 5′-TGCAACTGAGCTGGGATGTTTGC-3′

Bcl9 D3 reversed primer 2: 5′-GCTGGGCCCATGCTTGCTC-3′

Genotyping Bcl9l WT and recombined (expected band: 345 bp for recombined; 260 bp for WT)

Bcl9L D1 forward primer: 5′-TGTCCTCCCTACCTTCCCCTTGG-3′

Bcl9L D2 reversed primer 1: 5′-GCGAGGTTAACGTCCCCCAAATC-3′

Bcl9L D3 reversed primer 2: 5′-TTGCTCAAGATGGCCAGGATGC-3′

### Cell line derivation

Cells were isolated from thoracic mammary glands with tumors lesions of 12-week-old MMTV-PyMT transgenic female mice (FVB/N background). Small tumor pieces were minced, and 10 ml of predigestion buffer (10 mM Hepes pH 7.4, 14 mM NaCl, 0.67 mM KCl, 1 mM EDTA supplemented with 50 g/ml gentamycin (Sigma, G1397) and 1X antibiotic-antimycotic (15240062, Thermo Fisher Scientific) were added and incubated for 30 min at 37 °C on a shaker. After washing with PBS, the samples were digested using 6 ml digestion buffer (10 mM Hepes pH 7.4, 142 mM NaCl, 0.67 mM KCl, 0.67 mM CaCl_2_, 20 mM Glucose supplemented with 1 mg/ml Collagenase D (Roche, 11088858001), 50 g/ml gentamicin (Sigma-Aldrich, G1397) and 1X antibiotic-antimycotic (15240062, Thermo Fisher Scientific) and incubated for 30 min at 37 °C on a shaker. Subsequently the samples were washed with PBS and then resuspended in growth medium and seeded in 10 cm plates. The medium was changed regularly and fibroblasts in culture were removed by differential trypsinization until only epithelial cells remained. The cell lines were further cultured in DMEM supplemented with glutamine, penicillin, streptomycin, and 10% heat-inactivated FBS (F7524, Sigma-Aldrich) and 10% horse serum (Amimed). To establish cell lines only expressing the mutant alleles, cells carrying one floxed allele and one mutant allele were seeded into 10 cm plates and on the next day infected either with Adeno-CRE-IRES-GFP or with the Adeno-IRES-GFP virus as control using FuGENE^®^ HD Transfection Reagent (E2311, Promega). Next day, the medium was changed, and after 3 days the cells were sorted for GFP-positive cells into 24-well plates using a BD FACSAria Flow Cytometer (BD Biosciences). Detachment of the cells was performed using trypsinization followed by two-times washing in 1x PBS and resuspension in 2% FBS, PBS and syringe filtering (40 µm mesh filter) immediately before FACS sorting into a polystyrene round bottom tube (352054, FALCON) filled with DMEM medium. After centrifugation, supernatants were discarded, and cells were resuspended and seeded into 24-well plates.

### Adenovirus infection

Cells were plated onto 6 cm dishes in duplicates and transfected the next day with Adeno-CRE-IRES-GFP or with Adeno-IRES-GFP virus as a control (1710 and 1761, Vector Biolabs) using Fugene HD transfection reagent (E2311, Promega). The following day, medium was changed and cell culture continued.

### Luciferase reporter assay

The firefly luciferase reporter constructs superTOPflash and superFOPflash (kindly provided by Konrad Basler, UZH Zürich) were used to quantify Wnt/β-catenin-mediated transcriptional output. Cells were plated in duplicates in 24-well plates and transfected the following day with 500 ng of the superTOPflash or superFOPflash *firefly* luciferase reporter plasmid and 10 ng of a constitutive-active *Renilla* luciferase plasmid using Lipofectamine 3000 Reagent (Invitrogen) according to the manufacturer’s instructions. Luciferase activities were measured using the Dual-Luciferase® Reporter Assay System (E1960, Promega). *Firefly* luciferase values were normalized to *Renilla* luciferase control values.

For Smad and TCF reporter assays, we used the Smad reporter, TCF reporter and the Negative Control from the Cignal 45-Pathway Reporter Array (Qiagen, Lenti Reporter Assays). This assay is based on dual-luciferase technology and Negative control serves as a specificity control. The Smad reporter consists of Smad2/3/4 transcription factors-responsive firefly luciferase construct and a constitutively expressing Renilla luciferase construct. Cells were transduced with lentiviral particles for assessing canonical TGFβ activity, which is determined by comparing the normalized luciferase activities of the reporter in treated versus untreated cells.

### siRNA transfections

NMuMG/E9, Py2T, and Py2T-LT cells (TGFβ **>** 20 days) were transfected with Silencer select siRNAs from Ambion (Thermo Fisher Scientific) using Lipofectamine RNAiMAX (Thermo Fisher Scientific). Three oligoes against Bcl9 and Bcl9L were tested: siB9 (Oligo A, B, and C: s95054, s95055, and s95056) and siB9L (Oligo A, B, and C: s95949, s95950, and s95951). In addition, we tested siRNA pools against Bcl9 and Bcl9L and Smad4 from Dharmacon (SmartPool ON-Target Plus). For the study of EMT induction, cells were transduced with specific siRNAs 2 days before starting with TGFβ treatment (Py2T-LT is continuously under TGFβ). For EMT induction with 4 days of TGFβ treatment, cells were re-transfected at day 3 for NMuMG/E9 (20 nM each) and at days 3 and 5 for Py2T cells (40 nM each) to ensure proper siRNA-mediated gene downregulation until the end of the assay on day 6. Cells are then used for immunofluorescent staining, migration assay or for the isolation of RNA (Trizol) for quantitative RT-PCR.

### Migration assays

Py2T-LT cells (TGFβ **>** 20 days) were transfected for 2 days with siRNA against Bcl9 and/or Bcl9L or control siRNA (siCtr). In total, 2.5 10^4^ cells were plated onto a 0.2–20% FBS/DMEM Gradient medium in a 24-well Boyden chamber plate with 8.0 μm Transparent PET Membrane (Corning, NY, USA) and incubated for 18 h at 37 °C. Cells on the membrane were fixed with 4% paraformaldehyde and counterstained with DAPI (1 μg/ml; Sigma D9542). Non-migrated cells from the upper surface of the transwell membrane were removed by scrapping with a cotton swab. Migrated cells were imaged from the bottom of the Transwell membrane with a 10x objective on a Leica DMI microscope and quantified with ImageJ software.

### RNA-sequencing and analysis

Established cell lines (B9/B9L^wt/wt^, B9/B9L^wt/fl^, Bcl9/Bcl9L^ΔHD2/fl^, β-catenin^fl/fl^, and β-catenin^D164A/fl^) with and without *floxed alleles* were treated either with 100 ng/ml Wnt3a for 3 days or with 2 ng/ml TGFβ for 4 days. Untreated cells served as control. Biological duplicates were prepared, total RNA was isolated using the miRNeasy Mini Kit (Qiagen, 217004) with on-column DNAse digestion according to the manufacturer’s instructions. RNA quality control was performed using RNA ScreenTape on an Agilent 4200 TapeStation, and RNA concentration was measured using Quanti-iT RiboGreen RNA assay Kit (Life Technologies). RNA-sequencing libraries were prepared from total RNA using poly(A) enrichment using 200 ng input RNA with TruSeq stranded mRNA Sample prep (Illumina). QC was performed on a fragment analyzer using DNF-473-33-SS NGS Fragment 1–6000 bp kit. RNA sequence libraries were sequenced on a NextSeq 500 using 75 cycles kit High Output (Illumina). Single-end RNA-sequencing reads were mapped to the mouse genome assembly, version mm10, using RNA-STAR (PMID:23104886), with default parameters except for allowing only unique hits to genome (outFilterMultimapNmax **=** 1) and filtering reads without evidence in spliced junction table (outFilterType **=** “BySJout”). Using RefSeq mRNA coordinates from UCSC (genome.ucsc.edu, downloaded in December 2015) and the qCount function from QuasR package (version 3.12.1) (PMID:25417205) we quantified gene expression as the number of reads that started within any annotated exon of a gene. The differentially expressed genes were identified using the edgeR package (version 1.10.1) (PMID:19910308). Genes with fdr ≤0.05 and minimum log2 fold change of ±1.0 were considered statistically significant and included in further analysis.

### RNA integrity and quantification

RNAs were quality-checked on the TapeStation instrument (Agilent Technologies, Santa Clara, CA, USA) using the RNA ScreenTape (Agilent, Cat# 5067-5576)—Average RINewas 9.7. RNA were quantified by Fluorometry using the QuantiFluor RNA System (Cat# E3310, Promega, Madison, WI, USA).

### Library preparation

Library preparation was performed, starting from 200 ng total RNA, using the TruSeq Stranded mRNA Library Kit (Cat# 20020595, Illumina, San Diego, CA, USA) and the TruSeq RNA UD Indexes (Cat# 20022371, Illumina, San Diego, CA, USA).

Libraries were quality-checked on the Fragment Analyzer (Advanced Analytical, Ames, IA, USA) using the Standard Sensitivity NGS Fragment Analysis Kit (Cat# DNF-473, Advanced Analytical) revealing excellent quality of libraries (average concentration was 129 ± 14 nmol/l and average library size was 350 ± 11 base pairs).

Samples were pooled to equal molarity. The pool was quantified by Fluorometry using the QuantiFluor ONE dsDNA System (Cat# E4871, Promega, Madison, WI, USA).

### Clustering and sequencing

Libraries were sequenced Single-reads 101 bases (in addition: 8 bases for index 1 and 8 bases for index 2) using the NovaSeq 6000 instrument (Illumina) and the S1 Flow-Cell loaded at 400pM and including 1% PhiX.

Primary data analysis was performed with the Illumina RTA version V3.4.4. Two Novaseq S1 Flow-Cells runs were performed to compile enough reads (on average per sample: 34.8 ± 3.2 millions pass-filter reads).

### Human data analysis

cBioportal online tool for cancer Genomics (https://www.cbioportal.org/; 10.1158/2159-8290.CD-12-0095, 10.1126/scisignal.2004088) is used for visualization and analyzing of the genetic alteration of BCL9 and BCL9L genes in breast cancer patient data (from TCGA-BRCA PanCancer Atlas data collection). In addition, we analyzed the enrichment of BCL9 and BCL9L gene amplifications in different cancer subtypes and correlation of these gene amplifications on the decease progression in breast cancer patients.

### Statistical analysis

Statistical analysis and graphs were generated using GraphPad Prism 7.02 software. All data are presented as mean ± SEM.

## Supplementary information

Supplementary Information

Supplementary Table I

Supplementary Table II

## Data Availability

The RNA-sequencing data are deposited on GEO database under GSE148843 and GSE182404.

# Supplementary material for: The interactions of Bcl9/Bcl9L with β-catenin and Pygopus promote breast cancer growth, invasion, and metastasis
**Source:** Oncogene. 2021 Sep 20;40(43):6195–209. doi: 10.1038/s41388-021-02016-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

The specific interactions of Bcl9/Bcl9L with  $\beta$ -catenin and Pygopus promote breast cancer growth, invasion and metastasis

Vida Vafaizadeh, David Buechel, Natalia Rubinstein, Ravi K.R. Kalathur, Meera Saxena, Tomas Valenta, George Hausmann, Claudio Cantù, Konrad Basler, and Gerhard Christofori

Supplementary Figures

Suppl. Figure 1; Vafaizadeh et al.

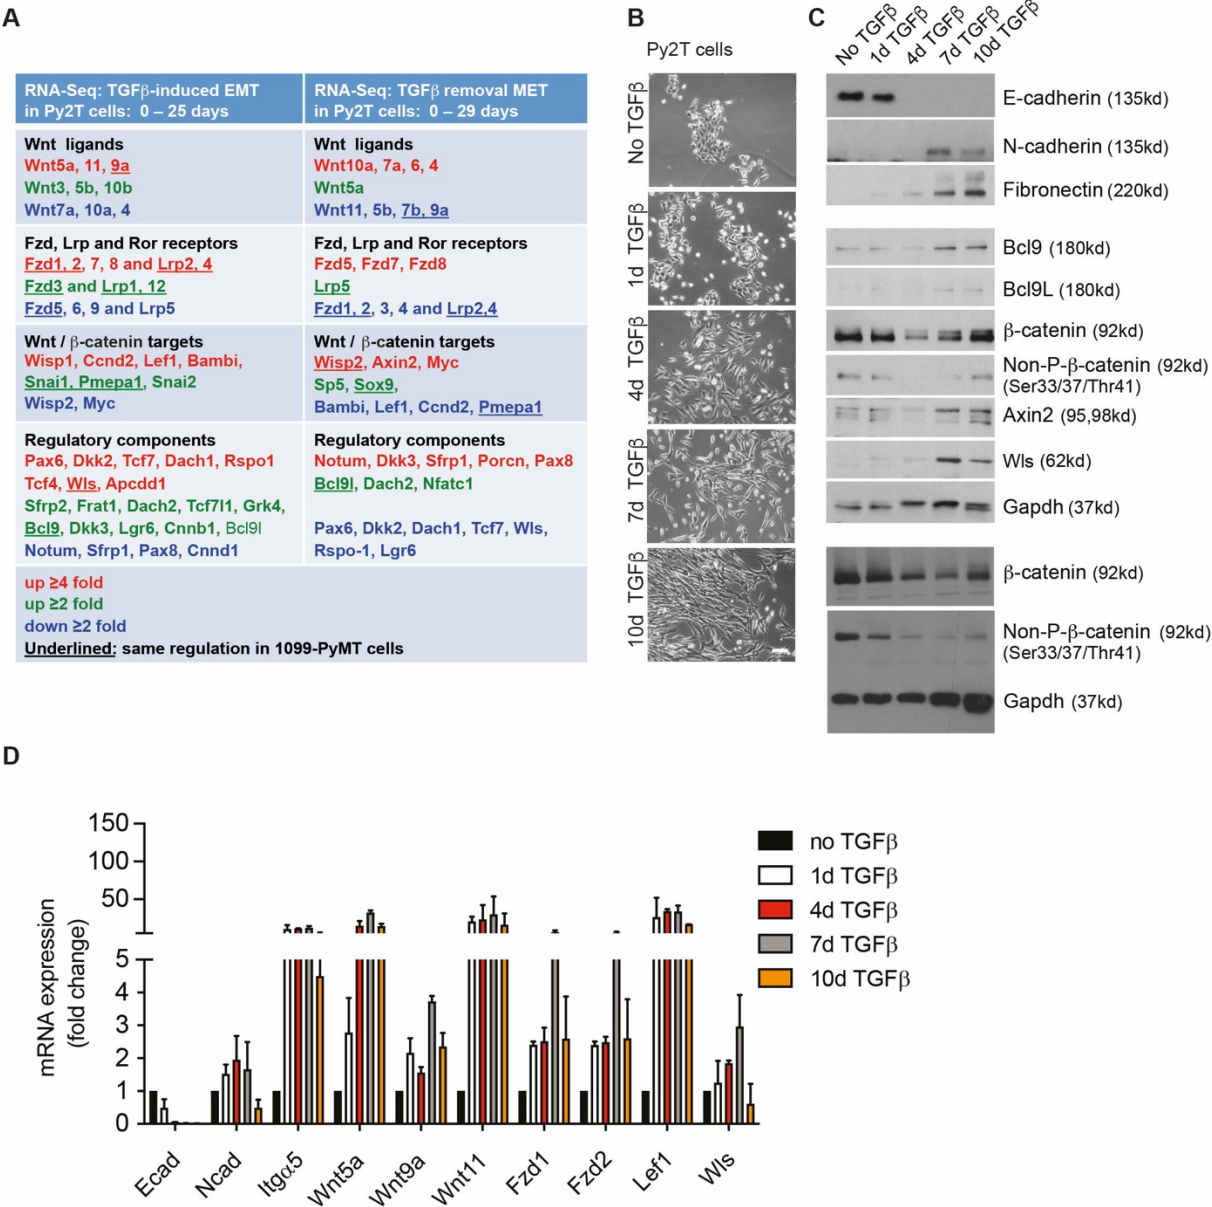

**Suppl. Figure 1. Wnt- $\beta$ -catenin signaling is activated during TGF $\beta$ -induced EMT.**

**(A)** Differential gene expression analysis of Wnt signaling pathway components and Wnt signaling targets during a time course of TGF $\beta$ -induced EMT and its reverse process, MET, upon withdrawal of TGF $\beta$  in murine breast cancer cells. RNA-sequencing data of distinct time points of time courses of EMT and MET of the epithelial mammary tumor cell lines Py2T and PyMT-1099 [27, 29] was analyzed for changes in gene expression.

**(B)** Phase contrast microscopy imaging of the morphological changes of Py2T cells during a time course of TGF $\beta$  treatment of Py2T cells. Scale bar, 100 $\mu$ m.

**(C)** Immunoblotting analysis of Py2T cells induced to undergo EMT by TGF $\beta$  and analyzed after 0, 1, 4, 7 and 10 days of TGF $\beta$  treatment (2ng/ml). Dynamic changes in protein levels and changes in phosphorylation levels of some components of canonical Wnt signaling are shown during TGF $\beta$ -induced EMT in Py2T cells. The bottom part of the panel shows a repeat of immunoblotting for non-phosphorylated (active) and total  $\beta$ -catenin to demonstrate that activated  $\beta$ -catenin already exists in epithelial cells, is reduced during the early stages of EMT and re-appears at the later stages of EMT.

**(D)** Changes in the expression of WNT ligands, Wnt signaling components and epithelial and mesenchymal markers during TGF $\beta$ -induced EMT. Py2T cells were treated with TGF $\beta$  (2ng/ml) for 0, 1, 4, 7 and 10 days, and gene expression was analyzed by quantitative RT-PCR.

**Suppl. Figure 2; Vafaizadeh et al.**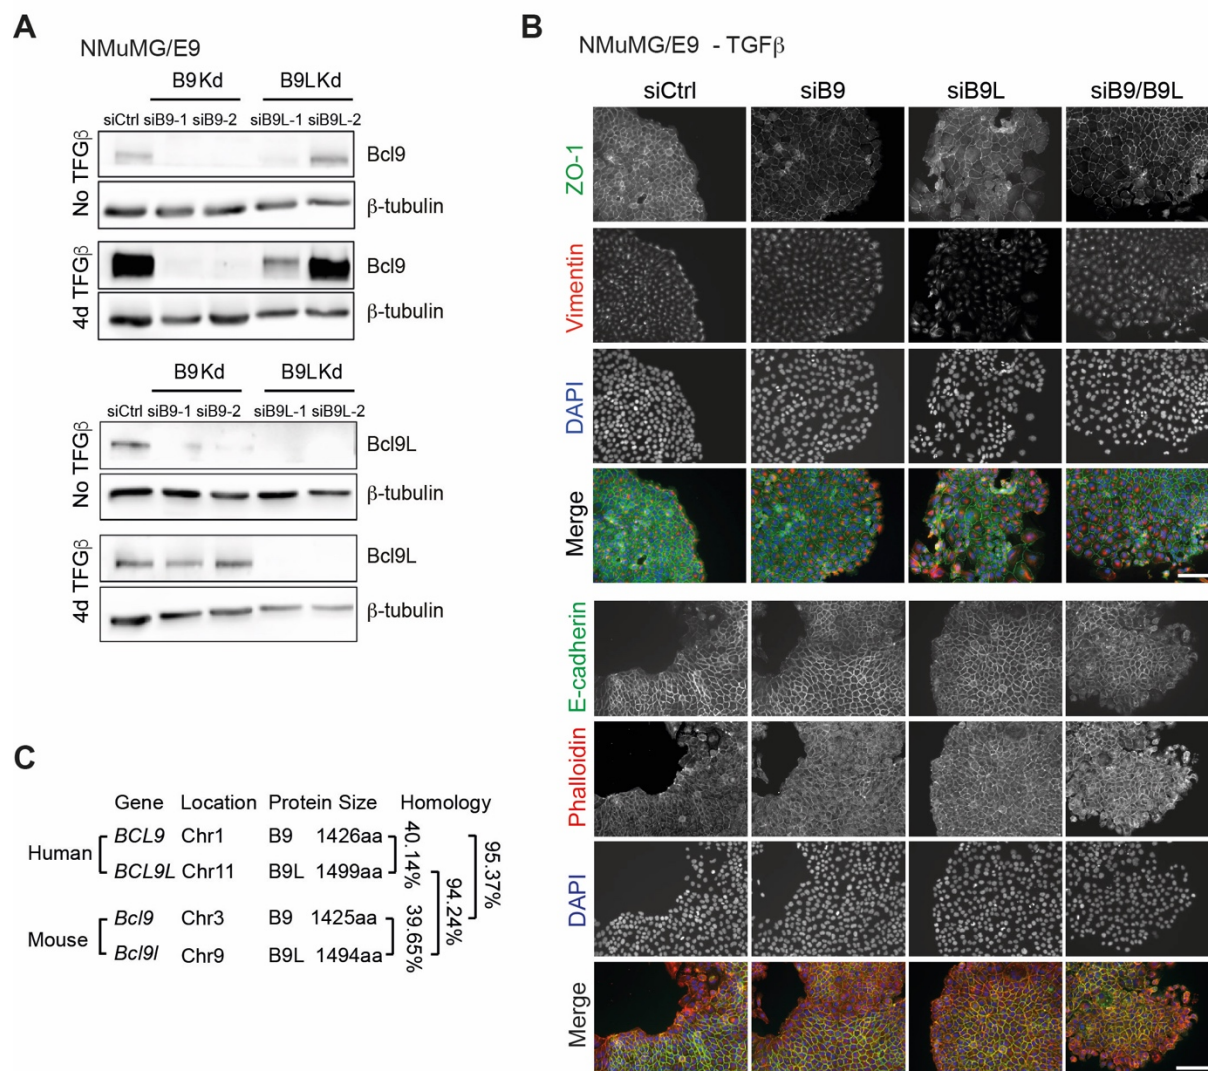**Suppl. Figure 2. Bcl9/Bcl9L contribute to TGFβ-induced EMT.**

**(A)** Immunoblotting analysis of Bcl9 and Bcl9L protein levels in NMuMG cells transfected with siCtrl, siB9 or siB9L in the absence or in the presence of TGFβ for 4 days. siB9-2 and siB9L-2 showed more specificity and were used for further experiments.

**(B)** Depletion of Bcl9 and Bcl9L prevents TGFβ-induced EMT. NMuMG/E9 cells were transfected with control siRNA (siCtrl) or siRNAs against *Bcl9* (siB9), *Bcl9L* (siB9L) or both (siB9/B9L), but were not stimulated with TGFβ. Immunofluorescence microscopy analysis visualized the epithelial markers tight junction protein-1 (ZO-1) and E-cadherin and the mesenchymal marker Vimentin. Fluorescently labeled phalloidin visualized the actin cytoskeleton, and nuclei were counterstained with DAPI. The expression of ZO-1, Vimentin and DAPI are also shown in siRNA-transfected NMuMG/E9 cells with no TGFβ treatment

(lower fluorescent images). Scale bar, 100μm.

**(C)** *BCL9* and *BCL9L* genes display a high degree of homology between human and mouse, and the proteins are highly conserved between both species.

## Suppl. Figure 3; Vafaizadeh et al.

A

Breast invasive carcinoma (TCGA, PanCancer Atlas)

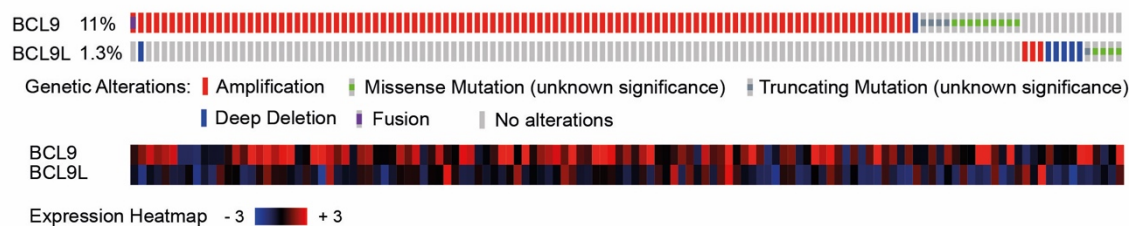

B

| TCGA Tumor Samples 1105         | # of Primary Tumors |
|---------------------------------|---------------------|
| ER <sup>+</sup>                 | 800                 |
| ER <sup>-</sup>                 | 236                 |
| PR <sup>+</sup>                 | 696                 |
| PR <sup>-</sup>                 | 337                 |
| Her2 <sup>+</sup>               | 163                 |
| Her2 <sup>-</sup>               | 553                 |
| ER <sup>+</sup> PR <sup>+</sup> | 679                 |
| Triple <sup>-</sup>             | 115                 |
| Normal                          | 112                 |
| Gene Amplification              |                     |
| BCL9                            | 26%                 |
| BCL9L                           | 5%                  |
| ERBB2                           | 19%                 |

C

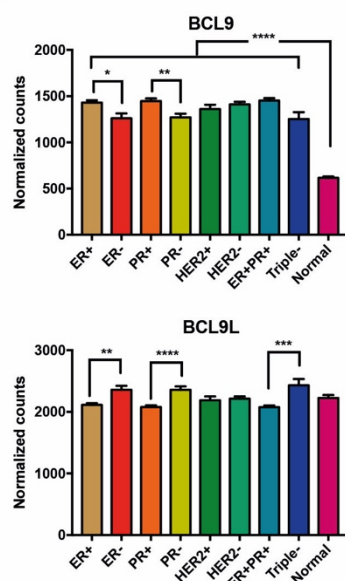

D

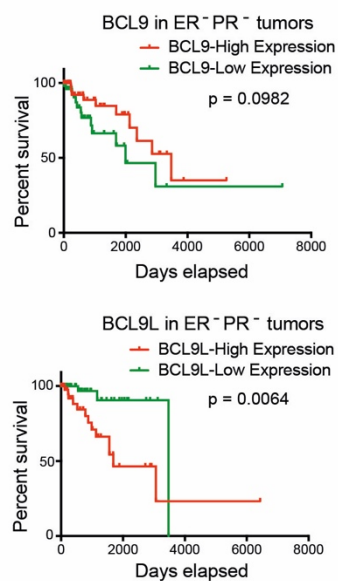

E

B9/B9L KO tumors

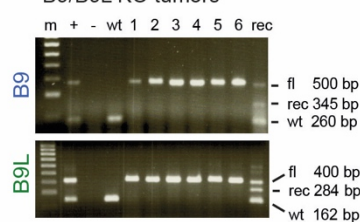

m: marker; +: pos. Ctrl; -: neg. Ctrl  
fl: floxed; rec: recombined; wt: wildtype  
1, 2, 3: B9/B9L<sup>fl/fl</sup>, MCre<sup>-</sup>  
4, 5, 6: B9/B9L<sup>fl/fl</sup>, MCre<sup>+</sup>

F

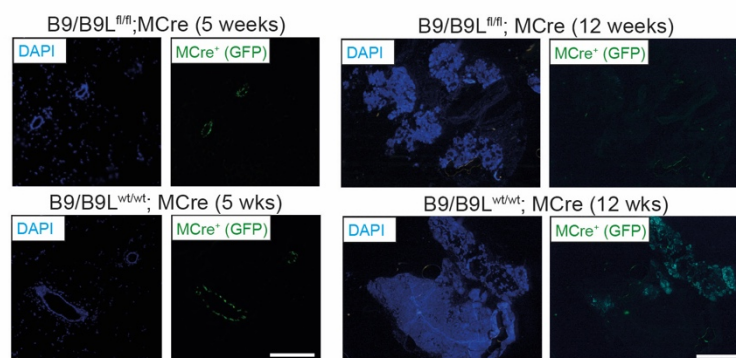

G

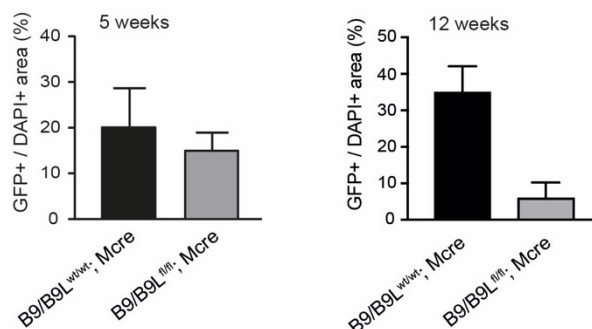

**Suppl. Figure 3. Bcl9 and Bcl9L are highly expressed in invasive breast cancers.**

- (A)** Analysis of genetic alterations in the *BCL9* and *BCL9L* genes across 1084 patients with breast cancer (from TCGA-BRCA PanCancer Atlas data collection) revealed a high frequency of *BCL9* gene amplification. The heatmap at the bottom of the panel shows *BCL9* and *BCL9L* gene expression in breast cancer patients with genetic alterations (cBioportal online tool).
- (B)** Number of primary tumor samples of the various subtypes of breast cancers available at TCGA database and used for the analysis of gene amplifications of *BCL9*, *BCL9L* and *ERBB2* (Her2).
- (C)** Normalized expression levels of *BCL9* and *BCL9L* in the TCGA human breast cancer samples listed in (A).
- (D)** Kaplan Meyer correlation curves between the overall survival and the gene expression levels of *BCL9* (upper panel) and *BCL9L* (lower panel) in patients with estrogen receptor (ER) and progesterone receptor (PR)-negative breast cancers in the TCGA database.
- (E)** Genotyping of primary tumors in MMTV-PyMT mice carrying wildtype (wt), floxed (fl), or recombined (rec) alleles of *Bcl9* (B9) and *Bcl9L* (B9L) tumors and without or with the expression of Cre recombinase (MCre<sup>-</sup> or MCre<sup>+</sup>) as determined by PCR and agarose gel electrophoresis.
- (F)** Efficiency of MMTV-Cre-mediated recombination. B9/B9L<sup>wt/wt</sup>;Mpy;MCre and B9/B9L<sup>fl/fl</sup>;Mpy;MCre mice were crossed with GFP-reporter mice (R26-LSL-GFP). GFP-positive areas (MCre<sup>+</sup>) and total tumor areas (DAPI<sup>+</sup>) were then visualized by immunofluorescence microscopy on whole tumor sections at 5 or 12 weeks of age of the mice. Scale bars, 100μm.
- (G)** Quantification of Cre-mediated recombination (GFP<sup>+</sup> cells) in tumors of 5 and 12-week-old mice as described in (F).

## Suppl. Figure 4; Vafaizadeh et al.

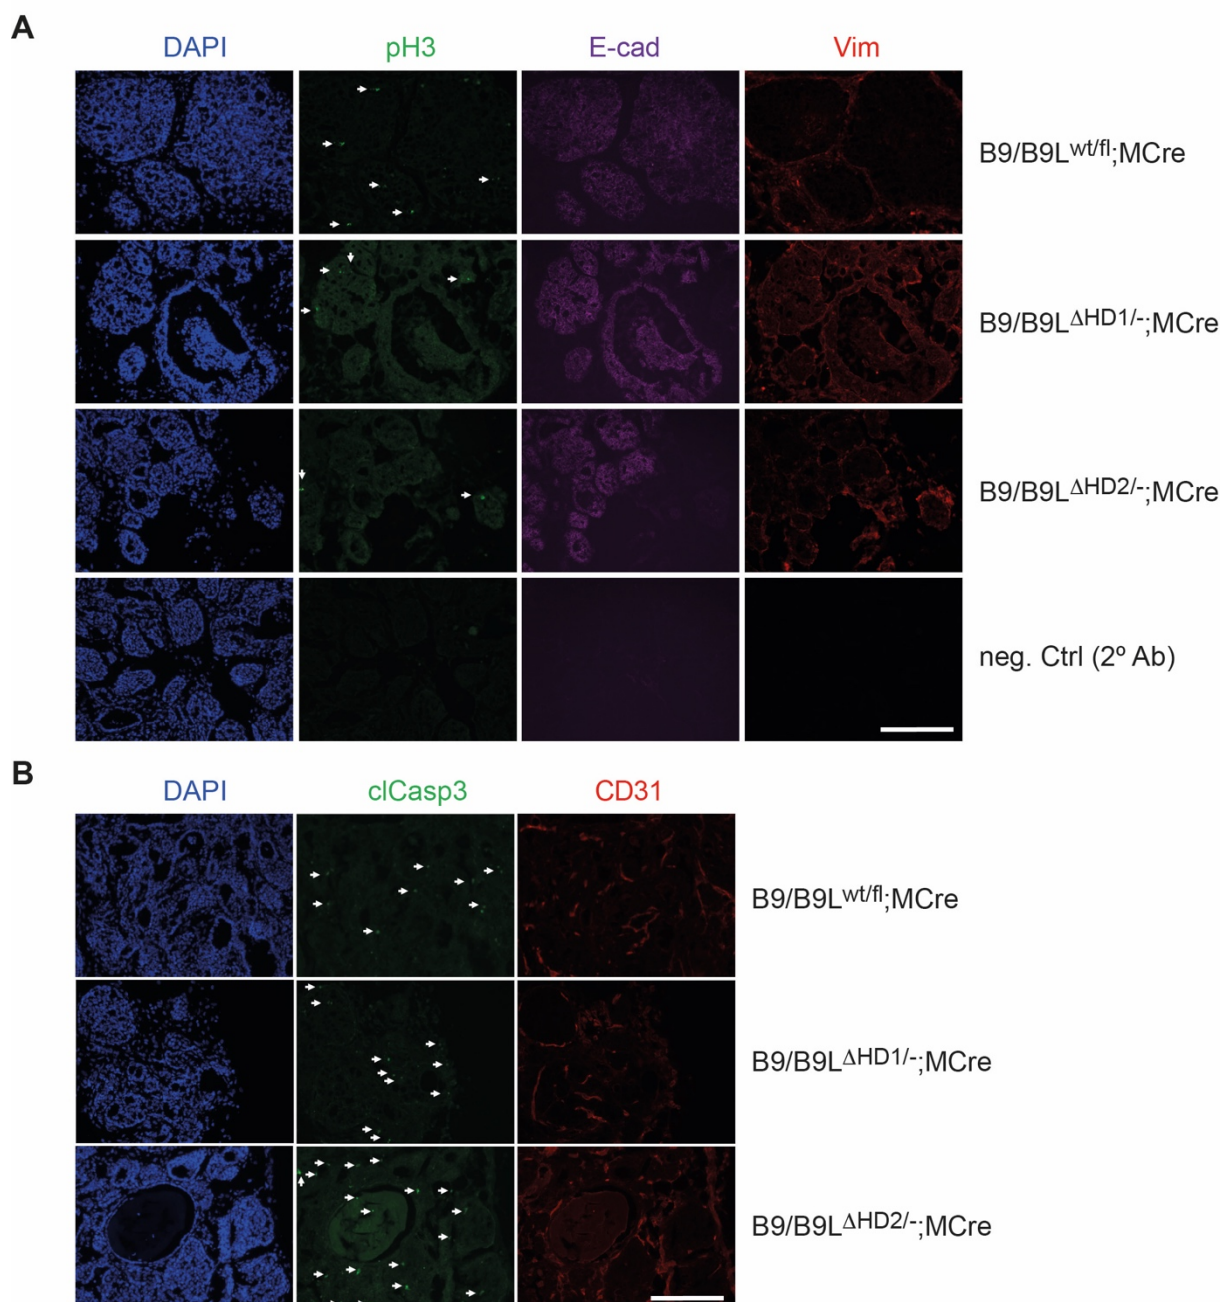

**Suppl. Figure 4. Impact of disrupting the interaction of B9/B9L with Pygopus or with  $\beta$ -catenin on tumor cell mitosis and apoptosis.**

(A) Tumor cell mitosis was determined by staining for phospho-histone 3 (pH3) on tumor sections of mice expressing wildtype Bcl9 and Bcl9L (B9/B9L<sup>wt/fl</sup>;MCre), the  $\Delta$ HD1 mutant forms of Bcl9 and Bcl9L (B9/B9L <sup>$\Delta$ HD1/-</sup>;MCre), or the  $\Delta$ HD2 mutant forms of Bcl9 and Bcl9L (B9/B9L <sup>$\Delta$ HD2/-</sup>;MCre), marked by arrows. Staining for Vimentin and E-cadherin was

performed to monitor the expression of epithelial vs. mesenchymal markers. DAPI staining visualizes cell nuclei. neg. Ctrl (2°Ab) = negative control with secondary antibody only. Scale bar, 100µm.

**(B)** Immunofluorescence staining of tumor sections for the early apoptosis marker cleaved Caspase-3 (clCasp3) on tumor sections of mice expressing wildtype (BB9/B9L wt/fl;MCre), the  $\Delta$ Hd1 mutant forms of Bcl9 and Bcl9L (BB9/B9L <sup>$\Delta$ Hd1</sup>;MCre), or the  $\Delta$ Hd2 mutant forms of Bcl9 and Bcl9L (BB9/B9L <sup>$\Delta$ Hd2</sup>;MCre), marked by arrows. Immunofluorescence staining for CD31 marks blood capillaries, and DAPI visualizes cell nuclei. Scale bar, 100µm.

Suppl. Figure 5; Vafaizadeh et al.

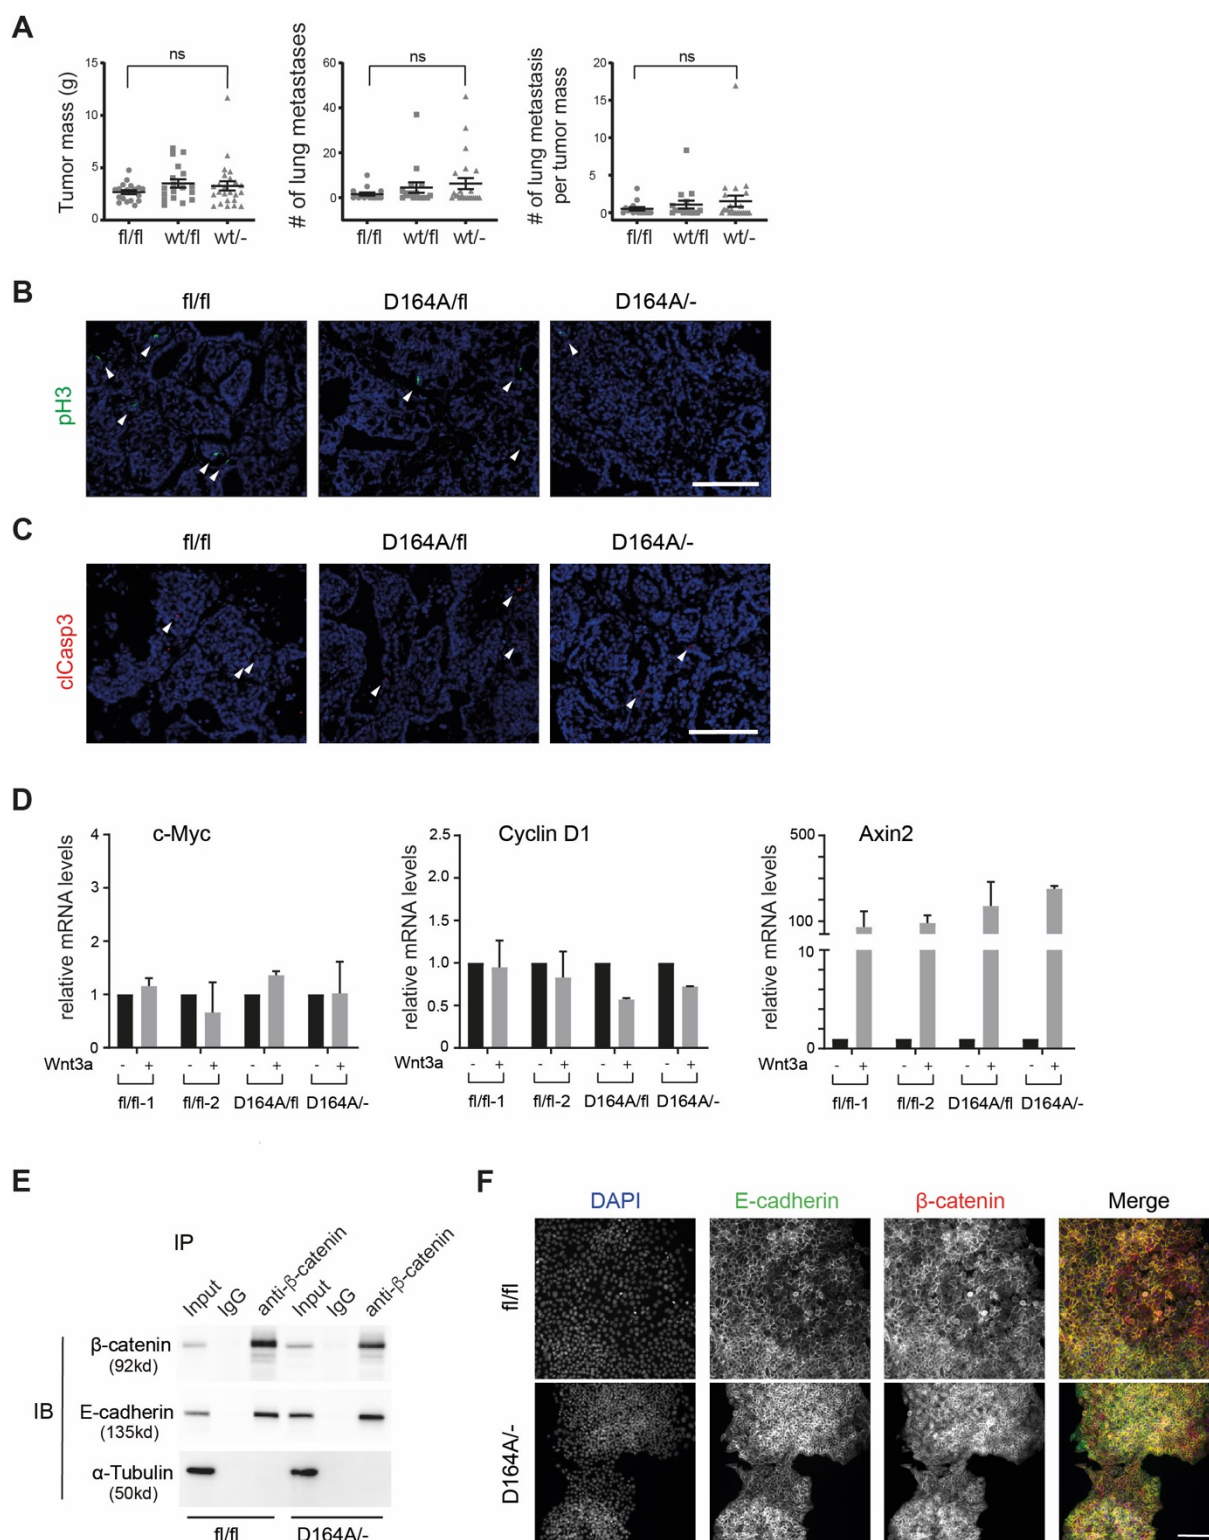

**Suppl. Figure 5. Impact of disrupting the interaction of  $\beta$ -catenin with Bcl9/Bcl9L on tumor cell mitosis and apoptosis.**

**(A)** Loss of one allele of  $\beta$ -catenin does not affect primary tumor growth and metastasis formation. Cre recombinase-mediated ablation of one allele of  $\beta$ -catenin in  $\beta$ -catenin<sup>wt/fl</sup>;MMTV-PyMT;MMTV-Cre triple-transgenic mice did not affect primary tumor growth and lung metastasis formation as compared to mice expressing both wildtype alleles of  $\beta$ -catenin. Mouse numbers analyzed for primary tumor growth:  $\beta$ -catenin<sup>fl/fl</sup> (fl/fl), n=19;  $\beta$ -catenin<sup>fl/wt</sup> (wt/fl), n=18;  $\beta$ -catenin<sup>fl/wt</sup>;MMTV-Cre (wt/-). Mouse numbers analyzed for lung metastasis formation:  $\beta$ -catenin<sup>fl/fl</sup> (fl/fl), n=15;  $\beta$ -catenin<sup>fl/wt</sup> (wt/fl), n=16;  $\beta$ -catenin<sup>fl/wt</sup>;MMTV-Cre (wt/-), n=23. Data are displayed as mean  $\pm$  SEM. Statistical analysis was performed using ordinary one-way ANOVA multiple comparison test. ns, not significant.

**(B)** Tumor cell mitosis was determined by immunofluorescence staining for phospho-histone 3 (pH3) on tumor sections of mice expressing wildtype  $\beta$ -catenin (fl/fl), a D164A and a wildtype allele of  $\beta$ -catenin (D164A/fl), or exclusively D164A mutant  $\beta$ -catenin (D164A/-), as marked by arrowheads. Scale bar, 100 $\mu$ m.

**(C)** Tumor cell apoptosis was determined by immunofluorescence staining for cleaved caspase 3 (clCasp3) on tumor sections of mice expressing wildtype  $\beta$ -catenin (fl/fl), a D164A and a wildtype allele of  $\beta$ -catenin (D164A/fl), or exclusively D164A mutant  $\beta$ -catenin (D164A/-), as marked by arrowheads. Scale bar, 100 $\mu$ m.

**(D)** Expression of the canonical Wnt signaling targets c-Myc, Cyclin D1 and Axin2. RNA was extracted from cell lines expressing wild-type (fl/fl), wild-type and the D164A mutant form of  $\beta$ -catenin (D164A/-), or only D164A  $\beta$ -catenin treated or not with Wnt3a and analyzed for the expression of c-Myc, Cyclin D1 and Axin2 by quantitative RT-PCR.

**(E)** The D164A mutant form of  $\beta$ -catenin still binds E-cadherin. Co-immunoprecipitation (IP) using anti- $\beta$ -catenin or rabbit IgG control in cell lines expressing wild-type (fl/fl) or the D164A mutant form of  $\beta$ -catenin (D164A/-) and subsequent immunoblotting against  $\beta$ -catenin, E-cadherin, and  $\alpha$ -tubulin as loading control for the input.

**(F)** The D164A mutant form of  $\beta$ -catenin still localizes with E-cadherin at cell-cell junctions of epithelial mammary tumor cells. Immunofluorescence microscopy pictures show the localization of E-cadherin,  $\beta$ -catenin and E-cadherin in cell lines expressing wild-type (fl/fl) or the D164A mutant form of  $\beta$ -catenin (D164A/-). DAPI has been used to visualize nuclei. Scale bar, 100 $\mu$ m.

Suppl. Figure 6; Vafaizadeh et al.

**A**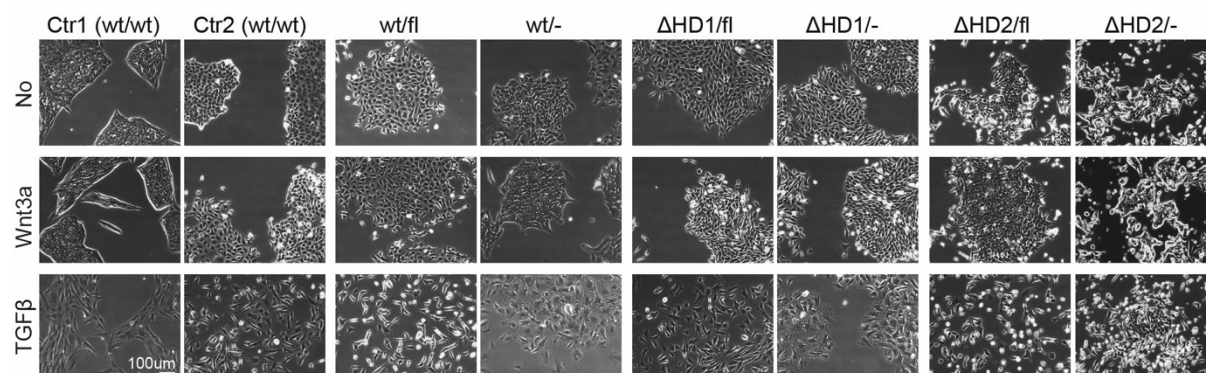**B**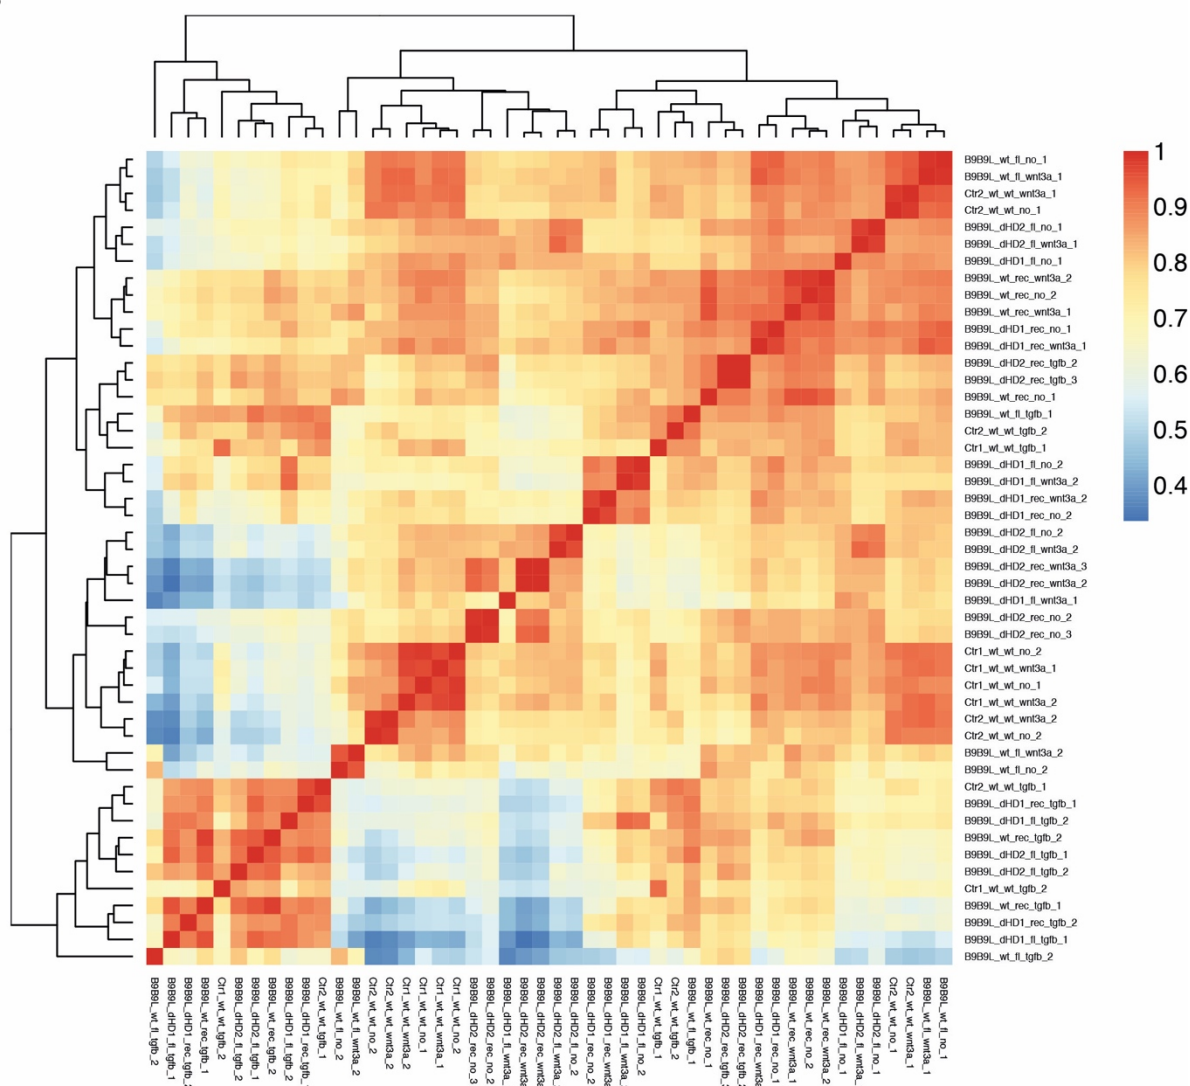

**Suppl. Figure 6. Impact of disrupting the interaction of Bcl9/Bcl9L with Pygopus and  $\beta$ -catenin on Wnt3a and TGF $\beta$ -induced gene expression.**

**(A)** Primary epithelial tumor cells with B9/B9L wt/wt, wt/fl,  $\Delta$ HHD1/fl and  $\Delta$ HHD2/fl genotypes were isolated from two different tumors located in thoracic mammary glands of MMTV-PyMT mice. B9/B9L wt/wt, wt/-,  $\Delta$ HHD1/- and  $\Delta$ HHD2/- transgenic cell lines were generated by infection with Cre-expressing Adenoviruses (Ad-Cre-IRES-GFP). Cells with and without Cre expressions were treated with no cytokine, Wnt3a (3 days, 100ng/ml) and TGF $\beta$  (4 days, 2ng/ml). Morphological changes and induction of EMT (lower line) are shown for one set of generated cell lines. An inhibition in EMT induction and remaining of epithelial cell islands could be only observed in cells with  $\Delta$ HHD2/- genotypes.

**(B)** Dendrogram and heatMap for Unsupervised Hierarchical Clustering of the gene expression of the various B9/B9L wildtype and mutant cell lines treated with Wnt3a (+ Wnt3a) or TGF $\beta$  (+TGF $\beta$ ) and their respective untreated controls (- Wnt3a, - TGF $\beta$ ). Samples do not cluster according to their genotype rather to their treatments with Wnt3a or TGF $\beta$ . Colors indicates the correlation value.

**Suppl. Table I.** Excel File listing the genes which are regulated by Wnt3a and are affected in their expression by the disruption of  $\beta$ -catenin - B9/B9L binding in the  $\Delta$ HHD2 mutants of B9/B9L and the D164A mutant of binding site  $\beta$ -catenin.

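The table lists 38 gene symbols without values. Among the listed genes that differed between D164A/- and fl/fl cells with Wnt3a, Il33 (Entrez 77125, chromosome 19 of GRCm38 from 29925113 to 29960718) had the largest increase. It had 0.561 ± 0.0996 CPM in fl/fl cells and 209 ± 129 CPM in D164A/- cells (SD, n = 2; log2 fold change 6.92, standard error 0.56, adjusted p = 1.51e-07 from limma with Benjamini-Hochberg adjustment, 1.01e-06 with the replicate block). Pde2a had 2.84 ± 2.11 CPM in fl/fl cells and 123 ± 35.1 CPM in D164A/- cells. Rnf43, which encodes an E3 ubiquitin ligase, had 1.02 ± 0.869 CPM and 26.3 ± 5.11 CPM. The largest decrease was that of Sema4f (Entrez 20355, chromosome 6 from 82911884 to 82939769, a chromosome with a median log2 fold change of -0.55 over all 8 samples per genotype), from 114 ± 37.3 CPM in fl/fl cells to 0.991 ± 0.921 CPM in D164A/- cells (log2 fold change -5.9, standard error 0.31, adjusted p = 8.44e-10). Krt90 had 32.2 and 1.4 CPM in the 2 replicates of fl/fl cells and 0.102 and 0.438 CPM in those of D164A/- cells, so that its log2 fold change of -2.82 rests on the first replicate. It was -0.74 without that replicate.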

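Among the listed TGFβ-regulated genes that differed between D164A/- and fl/fl cells with TGFβ, Postn (Entrez 50706, chromosome 3 of GRCm38 from 54359267 to 54391041) had the largest increase. It had 0.42 ± 0.0298 CPM in fl/fl cells and 351 ± 199 CPM in D164A/- cells (SD, n = 2; log2 fold change 7.83, standard error 0.82, adjusted p = 1.60e-06 from limma with Benjamini-Hochberg adjustment, 3.37e-06 with the replicate block). Mme, on chromosome 3 from 63295211 to 63383713, changed in opposite directions. TGFβ lowered it from 68.4 ± 32.3 CPM to 2.34 ± 0.43 CPM in fl/fl cells and raised it from 44.4 ± 10.3 CPM to 159 ± 15.3 CPM in D164A/- cells, and the responses differed by 6.13 on the log2 scale (adjusted p = 3.27e-05, 9.77e-06 with the replicate block). Tfap2c had 1.42 ± 0.188 CPM in fl/fl cells and 99.5 ± 20.8 CPM in D164A/- cells with TGFβ. The largest decrease was that of Fbln2 (Entrez 14115, chromosome 6 from 91212460 to 91272540), from 1203 ± 33.3 CPM in fl/fl cells to 0.906 ± 0.222 CPM in D164A/- cells with TGFβ (log2 fold change -9.31, standard error 0.28, adjusted p = 1.39e-12). Flrt2 had 433 ± 96.8 CPM in fl/fl cells and 1 ± 0.294 CPM in D164A/- cells, and Cxcl5 had 168 ± 3.32 CPM and 0.319 ± 0.015 CPM.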

**Suppl. Table II.** Excel file listing the genes which are regulated by TGF $\beta$  and are affected in their expression by the disruption of  $\beta$ -catenin - B9/B9L binding in the  $\Delta$ HHD2 mutants of B9/B9L and the D164A mutant of binding site  $\beta$ -catenin.

## **Supplementary Materials and Methods**

### *Antibodies and Reagents*

Antibodies: used for immunoblotting (*WB*), immunofluorescence staining (*IF*) and immunohistochemistry (*IHC-P* or *OCT*):  $\alpha$ -tubulin (T-9026, Sigma-Aldrich, *WB*), Alexa Fluor™ 568 Phalloidin (A12380; Invitrogen, *IF*), Axin2 (Abcam, ab32197, *WB*),  $\beta$ -catenin (NBP-32239, Novus Biologicals, used for *IP*),  $\beta$ -catenin (06-734, Cell Signaling Technology, *IF*), Bcl9 (ab37305, Abcam, *WB* and *IHC-P*), Bcl9L (Novus, NEP2-14350, *WB*), Bcl9L (PAB19408, Abnova, *IHC-P*),  $\beta$ -Tubulin (9F3) (2128, cell signaling, *WB*), Caspase-3 (Asp

175) (5A1E) (9664, Cell Signaling Technology, *OCT*), E-cadherin (610182, Transduction Laboratories, *WB*), E-cadherin (ECCD-2) (13-1900, Thermo Fisher Scientific, *IF*), fibronectin (F3648, Sigma-Aldrich, *WB*), GAPDH (G8795, Sigma-Aldrich, *WB*), N-Cadherin (33-3900, Zymed, *WB* and *IF*), Non-phospho (active)  $\beta$ -Catenin (Ser33/37/Thr41) (D13A1) (8814, Cell signaling, *WB*, *IF*, and *IHC-P*), phospho-Histone 3 (Ser10) (Upstate 06-570, Merck, *OCT*), PKC (MC5, P5704, Sigma-Aldrich, *WB*), P-PKC (2261, Cell signaling, *WB*), P-Stat3 (Phospho-Stat3 (Tyr705) (D3A7) (9145, Cell signaling, *WB*), Stat3 (9132, Cell signaling, *WB*), Wls (Anti-GPR177, MABS87, Merck Millipore, *WB*), Zonula occludens-1 (617300, Thermo Fisher Scientific, *IF*) and horse radish peroxidase (HRP)-conjugated secondary antibodies against mouse and rabbit (Jackson ImmunoResearch Laboratories).

Reagents: 4',6-diamidino-2-phenylindole (DAPI, D9542, Sigma-Aldrich, *IF*), Recombinant murine Wnt3a (315-20, PeproTech) and recombinant human TGF $\beta$ 1 (240-B, R&D Systems).

### *Histology*

Tissues (mammary tumors and lungs) were fixed in 4 % paraformaldehyde overnight at 4°C followed by ethanol/xylene dehydration and subsequent embedding in paraffin. Paraffin-embedded samples were cut at 5 $\mu$ m thickness and subjected to Hematoxylin and Eosin (H&E) staining. To quantify lung metastasis, 9 slides per lung separated each by 50 $\mu$ m were stained with H&E and the number and area of lung metastases were determined under the microscope at 10x magnification.

### *Immunohistochemistry*

Paraffin embedded tumor tissues (thoracic and abdominal mammary glands with tumors lesions) were deparaffinized and rehydrated via sequential washing with Roticlear, graded ethanol, water and PBS. Tissue sections were then subjected to high temperature-induced epitope retrieval in 10 mM citrate buffer (pH 6.0) and following permeabilization in 0.2% Triton X-100 in PBS for 20 minutes. During protein blocking, slides were treated with 5% goat serum in PBS for 1h followed by overnight incubation with specified primary antibodies at 4°C. Samples were further processed using DAKO EnVison dual link system HRP (Dako, K4065) according to manufacturer's instructions. After staining, samples were stained with hematoxylin and then dehydrated again in graded ethanol and finally with Roticlear before mounted with cyto seal (Thermo Scientific, 8312-4). Images were captured on Leica DMI 4000 microscope.

### *Immunofluorescence microscopy*

Tumors were fixed at 4°C in 4% paraformaldehyde for 2hrs followed by cryopreservation overnight in 20% sucrose/PBS prior to embedding in OCT-Compound freezing medium. Cryosections were cut at 7µm thickness and air-dried for 15min prior to rehydration in PBS. Tissue sections were permeabilized with 0.2% TritonX-100/PBS and blocked for 30min in 5% normal goat serum/PBS followed by incubation with the indicated primary antibodies at the appropriate dilution in blocking buffer overnight at 4°C. The next day, sections were incubated with fluorophore-coupled secondary antibodies (Alexa Fluor, Invitrogen) for 1hr at room temperature in the dark. The cell nuclei were counterstained with DAPI (D5942, Sigma-Aldrich). After staining, the coverslips were mounted in Fluorescence Mounting Medium (S302380-2, Dako) on microscope slides and imaged using a fluorescence microscope (Leica DMI 4000) at 20x magnification.

### *Cell culture*

Established cell lines from different tumor genotypes and Py2T cells (Waldmeier et al. 2012) were cultured in Dulbecco's modified Eagle's medium (DMEM) (D5671, Sigma-Aldrich) supplemented with 10% heat-inactivated Fetal Bovine Serum (F7524, Sigma-Aldrich), 2mM L-Glutamine solution (G7513, Sigma-Aldrich), 100 U penicillin and 0.1mg/ml streptomycin (P4333, Sigma-Aldrich). All cell lines were grown at 37°C, 5% CO<sub>2</sub>, 95% humidity. To activate Wnt/β-catenin-mediated transcription, cells were treated with 100ng/ml recombinant murine Wnt3a for the indicated time periods. For EMT experiments, cells were treated with 2ng/ml recombinant human TGFβ1 every second day for the time periods indicated.

### *Immunofluorescence of cultured cells*

Cells were grown on glass coverslips (#1, 12mm round, Menzel–Glaser) and treated for 3 days with Wnt3a or 4 days with TGFβ. The cells were washed with PBS and then fixed with 4% paraformaldehyde/PBS for 15min at room temperature, followed by permeabilization with 0.2% TritonX-100/PBS for 5min. Subsequent blocking was performed with 3% BSA/0.0 % Triton X-100/PBS for 1hr. Primary antibodies were then added in the appropriate dilution in 3% BSA/0.2% PBS-T for 2hrs at room temperature. Incubation with fluorophore-coupled secondary antibodies (Alexa Fluor, Invitrogen) was performed for 1hr at room temperature in the dark. Cell nuclei were counterstained with DAPI (D5942, Sigma-Aldrich). After staining, coverslips were mounted in Fluorescence Mounting Medium (S302380-2, Dako) on microscope slides and imaged using a fluorescence microscope (Leica DMI 4000) at 20x

magnification.

### *Immunoblotting*

Cells were lysed in RIPA buffer (R0278, Sigma-Aldrich) supplemented with 1mM DTT, mM NaF, 2 mM sodium orthovanadate and 1X protease inhibitor cocktail (Sigma-Aldrich) for 30 min on ice followed by scraping into tubes and centrifugation for 10min at 10,000 rpm at 4°C. The supernatant was saved and the protein concentration was determined using a Bio-Rad Bradford assay according to the manufacturer's instructions. Equal amounts were prepared, diluted in loading buffer (10% glycerol, 2% SDS, 65mM Tris, 0.01mg/ml Bromphenolblue, 1%  $\beta$ -mercaptoethanol) and loaded onto a SDS polyacrylamide gel. Proteins were then transferred onto nitrocellulose membranes (10600002, Sigma-Aldrich) by wet transfer for 2hrs at constant current (0.33 A). Following blocking for 1hr in 5% milk prepared in TBS/0.05% Tween 20, membranes were incubated with primary antibodies overnight at 4°C. The next day, membranes were washed and incubated with HRP-conjugated secondary antibodies (Jackson Immunoresearch Laboratories and donkey anti goat IgG-HRP, sc-2020, Santa Cruz) for 1hr at room temperature and developed with Immobilon Western Chemiluminescent HRP Substrate (WBKLS0500, Millipore) and quantified using a Fusion Fx7 chemiluminescence reader.

### *Co-immunoprecipitation*

$\beta$ -catenin<sup>fl/fl</sup> or  $\beta$ -catenin<sup>D164A/-</sup> cells were grown in 15cm plates, washed with cold PBS, scraped off in 300 $\mu$ l IP lysis buffer (20mM Tris pH 7.5, 10mM NaCl, 10% glycerol, 1% NP-40, 2mM EDTA, 1X PIC (protein inhibitor cocktail)) and collected in an Eppendorf tube. Incubation was performed at 4°C rotating for 20min. Subsequently samples were centrifuged at 4°C (10min, 16,000g), and supernatants were transferred to a new tube. Protein concentrations were measured using Bio-Rad Bradford solution according to the manufacturer's instructions. An input sample was taken and frozen. Per IP, 5 $\mu$ g antibody or IgG as a control were diluted in 200 $\mu$ l PBS/0.02% Tween-20 (PBS-T). Per IP 40 $\mu$ l DynaMagnetic Beads were prepared by washing 2 times with 500 $\mu$ l PBS-T. Beads were collected using a magnetic stand, antibody dilution was added and rotated for 15min at room temperature. The liquid was aspirated on the magnetic stand and the lysate (1mg) was added and incubated overnight at 4 °C while rotating. The next day, beads were washed three times with 500 $\mu$ l IP wash buffer (15mM Tris-HCl pH 7.8, 100mM NaCl, 1X PIC) and then diluted in 40  $\mu$ l 1X SDS-PAGE sample buffer and boiled for 5min. Empty beads were collected and the supernatant was loaded and analyzed by SDS-PAGE.

*RNA-isolation and RT-qPCR*

RNA was isolated by Trizol/chlorophorm extraction and reverse-transcribed to cDNA, and gene expression was determined by quantitative real-time PCR using PowerUp SYBR Green (ThermoFisher Scientific) with the following primers:

Bcl9 (Fw: CAATCAATGCATCCCAGTAACC, Rev: AGATGGGGACATCACTGTAGG)

Bcl9L (Fw: ACTCCATCCCTCGATTGAGA, Rev: CCCACTGTACGGCTGCTT)

RPL19 (Fw: CTCGTTGCCGGAAAAACA, Rev: TCATCCAGGTCACCTTCTCA, used to normalize gene expression between samples)

N-cadherin (Fw: CAATGACGTCCACCCTGTTCT, Rev: CTGCCATGACTTTCTACGGAGA)

E-cadherin (Fw: CGACCCTGCCTCTGAATCC, Rev: TACACGCTGGGAAACATGAGC),

Itga5 (Fw: CACCACCATTCAATTTGACAGCA, Rev: GCTCCTCTCCCTTGGCACTGTA)

Wnt5a (Fw: TGAAGAAGCCCATTTGGAATA, Rev: AGAAAAACGTGGCCAAAGC)

Wnt5b (Fw: AGCACCGTGGACAACACAT, Rev: AAGGCAGTCTCTCGGCTACC)

Wnt9a (Fw: ATGCTGGATGGGTCCCTTCT, Rev: ACTGCCTGTTAGCCCGAAGTA)

Wnt11 (Fw: CAGGATCCCAAGCCAATAAA, Rev: GTAGCGGGTCTTGAGGTCAG)

Wls (Fw: CCCAGCCATGAGCAAAGT, Rev: GCATGAGGAACTTGAACCTGA)

Fzd1 (Fw: ATCTGGTCCGGCAAGACA, Rev: GCTGTTGGTAAGCCTCGTGT)

Fzd2 (Fw: CCGACGGCTCTATGTTCTTC, Rev: TAGCAGCCGGACAGAAAGAT)

Lef1 (Fw: TCCTGAAATCCCCACCTTCT, Rev: TGGGATAAACAGGCTGACCT)

c-Myc (Fw: GAGACACCGCCCACCACCAGC, Rev: GGCACCTCTTGAGGACCAGTGG)

Cyclin D1 (Fw: CCAGAGTCATCAAGTGTGACC, Rev: CACGTCGGTGGGCGTGCAGG)

Axin2 (Fw: GGGGGAAAACACAGCTTACA, Rev: TTGACTGGGTGCTTCTCTT)

How the deposited data were processed for this re-analysis (not part of the article)

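RNA-sequencing values were available for the β-catenin cell lines of the MMTV-PyMT mammary tumor model, with 56 samples in 28 conditions. The paper reports on 3 of the genotypes, fl/fl, D164A/fl and D164A/-, with 24 samples in 12 conditions. The remaining samples carry a β-catenin ΔC or dm allele with or without a floxed allele and are described only among the additional observations. Each condition had 2 biological replicates. Cells were treated with Wnt3a at 100 ng/ml for 3 days or with TGFβ at 2 ng/ml for 4 days, and each treatment had untreated cells of its own. Every sample's condition was taken from its label, and all 56 columns of values were mapped to a labelled sample. Values for the B9/B9L lines, luciferase, quantitative RT-PCR, immunoblots and tumors were not analysed here.

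According to the paper's methods, the authors prepared stranded poly(A) libraries, sequenced them as single-end reads, mapped them to mm10 with RNA-STAR keeping only unique hits and spliced reads with evidence in the junction table, and counted reads that started within an exon of a RefSeq gene with qCount of the QuasR package. The deposited values are a normalized expression signal, which the authors obtained by dividing the read counts by an effective library size per sample. In every sample, 100% of the values were whole multiples of the smallest value above 0, with a tolerance of 0.001 reads, so the read counts could be recovered. The implied scaling factors lay between 0.81 and 1.14 with a geometric mean of 1 over the 56 samples, as factors of the TMM type have. The unit is called CPM because the values are counts per M reads of this effective library size, although the columns do not add up to the same total. The step from raw reads to counts could not be repeated from the values. The paper names edgeR for its statistics.

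The table holds 20314 genes with Entrez identifiers, of which 20261 matched a symbol in the RefSeq annotation of GRCm38, which also gave the positions. Symbols of the supplementary lists were matched to the current or an older symbol. Over the 56 samples, 22.4 to 33.7 M reads per sample were assigned to genes (median 26.8 M). The 10 most abundant genes took 3.4% to 8.4% of the reads in the 24 samples. The smallest level counted as detected was 3 reads, and this limit covers counting error only.

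Values were transformed to log2(CPM + 1) and tested with limma 3.58.1 in R 4.3.3, with lmFit, contrasts and eBayes with a trend of the variance with expression. Tests for the 3 genotypes used the 24 samples and 12868 genes with at least 1 CPM in at least 2 samples. Tests for the ΔC and dm lines used all 56 samples and 13754 genes. p-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was counted as differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The comparisons were the responses to Wnt3a and TGFβ in fl/fl and D164A/- cells, the difference between these responses as an interaction term, D164A/- against fl/fl cells with and without cytokine, and D164A/- against D164A/fl cells with cytokine. The genes of Supplementary Tables I and II were looked up in these tests. According to the paper's methods, lines with only the mutant allele were made with a Cre adenovirus from cells that also had a floxed allele. D164A/- against D164A/fl cells is therefore the comparison nearest to the removal of that allele, although the labels do not name the parent line. Comparisons with fl/fl cells are between lines whose number per genotype is not given by the labels. In these, a genotype and a cell line could not be told apart.

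Genes were named in the text by rules set before the data were examined. They are 22 genes that the paper names for Wnt signaling, Bcl9 and Pygopus proteins and epithelial-mesenchymal transition, the 3 genes with the largest increase and the 3 with the largest decrease among the differentially expressed genes of each comparison whose replicates do not overlap, and the 3 with the largest increase and decrease of each supplementary list. Not every gene that these rules select is reported here.

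The alternatives were a pseudocount of 0.1, no filter on low values, rescaling by the median of ratios, edgeR 4.0.16 with its quasi-likelihood test on the whole reads, a test on only the samples compared, the replicate number as a block, the thresholds of the legend of Fig. 7 (unadjusted p of at most 0.05 and 1.5-fold), and leaving out each replicate in turn. For comparisons of a treatment, the block was the replicate within a genotype and experiment, and for comparisons between genotypes the replicate within an experiment. Where same-numbered replicates deviated in opposite directions, the pairing was also swapped, which was decided after the data were examined. A correction for GC content was also added then, because some changes followed the GC content of the transcripts. It took each gene's deviation from its mean over the samples, fitted a lowess curve (span 0.3) against the median GC content of the gene's protein-coding transcripts in GENCODE vM21 in each sample, over the 9119 genes with a mean of at least 10 CPM for the 24 samples, and subtracted the curve. Tables were summarised in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

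The limma test was tested on simulated data with the design of the 24 samples, a dispersion of 0.05 and a log2 change of 2 in 200 genes. Of these 200 genes, 198 were found, with 5 false calls among 12279 genes tested. A simulation without changed genes gave 0 calls. All simulated genes had the same dispersion, and the samples had no GC trends and no shared deviations of replicates. The simulation therefore does not give the error rate in the real samples, which have such trends and deviations.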

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

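The tests of scaling, of depth, of GC trends of single samples and of the handling of the experiments, and those of GC content and transcript length for the comparisons with Wnt3a described in this part, were chosen only after the result was seen. Scaling was tested by rescaling the samples by the median of ratios, and depth by thinning every sample to 22396315 reads. GC content and transcript length were tested with Spearman's rank correlation across genes against the log2 fold change, where a size of 0.3 or more was taken as a trend. GC trends of single samples were tested by removing each sample's curve against GC content and repeating the test.

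The response to TGFβ differed between D164A/- and fl/fl cells for 664 genes in the interaction test, 367 with a more positive and 297 with a more negative change in D164A/- cells (285 and 98 with edgeR), and it is this difference between the genotypes that drew attention. The count was 660 after rescaling, 650 after thinning and 825 with GC trends removed, with 589 genes shared. The correlation was 0.24 with GC content and -0.06 with transcript length. If levels before treatment had produced the difference, genes already changed in untreated D164A/- cells would respond in the opposite direction. Against untreated cells of the Wnt3a experiment, which are independent of this test, the correlation over the 664 genes was -0.26, short of the -0.5 set for this explanation. That untreated difference followed GC content with a correlation of 0.39, in the same direction as the difference in response. Shared GC trends can move the correlation away from -0.5, so levels before treatment are not excluded. Of the 664 genes, 69.7% differed by at least 1 in the same direction between the responses of D164A/fl and fl/fl cells. Because both differences use the same fl/fl samples, this share is inflated by an unknown amount, and the pattern cannot be told apart from a difference that D164A/fl cells already have. Whether the allele or the particular cell line is responsible was not tested, since the labels do not give several lines per genotype.

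The response to Wnt3a differed between the same genotypes for 7 genes, 4 with a more positive and 3 with a more negative change in D164A/- cells, and 1202 genes had an unadjusted p under 0.05. The replicate block gave 434 genes with a more positive and 77 with a more negative change. The 7 genes without the block are Il17rd, Thrb, Pde1c, Grpr, Bpifb4, Col14a1 and Olah. Of these, Grpr falls outside the rule for naming genes and was added after its values were seen. Rescaling gave 9 genes, thinning every sample to the lowest depth gave 8, and the correlation with transcript length was 0.13. Over all genes tested, the difference followed GC content with a correlation of -0.68. Removing GC trends of single samples left 8 genes, of which Il17rd, Thrb and Bpifb4 were among the 7. With the replicate block as well, Col14a1 and Olah also passed, so that 5 of the 7 did. GC content is therefore a candidate explanation for Pde1c and Grpr, which passed in neither fit, while Col14a1 and Olah depend on the block. For Il17rd, which rose with Wnt3a in D164A/- cells by 3.38, a different response in this line remains a hypothesis, found and tested on the same samples.

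Cells with the β-catenin ΔC or dm allele are not reported in the paper, and their differences from fl/fl cells are a signal in data outside its scope. With Wnt3a, 2064 genes differed between ΔC/- and fl/fl cells and 1930 between dm/- and fl/fl cells. With TGFβ, the counts were 2440 for ΔC/- cells and 2702 for dm/- cells. For ΔC/- cells, rescaling gave 2072 genes with Wnt3a and 2388 with TGFβ, thinning gave 2086 and 2385, and the removal of GC trends gave 2455 and 2694. The correlation for ΔC/- cells was 0.11 and 0.16 with GC content and -0.02 in both states with transcript length. For dm/- cells, the counts were 1917 and 2721 after rescaling, 1941 and 2725 after thinning, and 2260 and 3128 with GC trends removed, and the correlation was 0.11 and 0.06 with GC content and 0.02 and 0.03 with length. Neither rescaling nor thinning nor the removal of GC trends moved a count by more than 1.5-fold. The lines that keep a floxed allele also differed from fl/fl cells, by 1509 genes in ΔC/fl and 1819 genes in dm/fl cells with Wnt3a, and by 2017 and 1544 genes with TGFβ. A difference between cell lines cannot be separated from an effect of the alleles in these data, and no biological explanation was tested.

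Untreated D164A/fl cells of the TGFβ experiment differed from untreated D164A/fl cells of the Wnt3a experiment in 1507 genes, 422 higher and 1085 lower in the TGFβ experiment. The paper does not compare these samples with each other. The labels give 4 days for untreated cells of the TGFβ experiment and 3 days for those of the Wnt3a experiment, in every genotype. The same comparison gave 3 genes in fl/fl cells and 46 in D164A/- cells. Whether the change differs between genotypes was not tested. Rescaling gave 1467 genes and thinning 1483, and the correlation with transcript length was 0.13. The correlation with GC content was -0.38, which passes the limit for a trend, but with GC trends removed 1639 genes differed, 1195 of them shared, so GC content does not fully explain the pattern. The correlation with the change of fl/fl cells was -0.33, which opposite GC trends of these changes can produce by themselves. With GC trends removed it was -0.08, and 0 genes differed in fl/fl cells (1823 at an unadjusted p under 0.05), so no change common to both genotypes was found, while an effect of the day or handling on D164A/fl cells alone was not tested. The correlation with the change of D164A/- cells was 0.22, and 0.04 with GC trends removed, and the labels give no passage or thaw of the cultures, so the pattern cannot be told apart from a different culture state of the D164A/fl cells. A sample of this comparison, replicate 2 without Wnt3a, was also more correlated with a D164A/- sample than with any D164A/fl sample. This sample also enters the response of D164A/fl cells to Wnt3a.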

How the results depend on the processing

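The removal of GC trends, alone or with the replicate block, and the swapped pairing of replicates were chosen only after the result was seen. A count is described as changed when it differs by more than 1.5-fold, and a share of variance when it moved by more than the SD between the fits without a replicate.

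Rescaling by the median of ratios left all 16 counts of the comparisons within 1.5-fold, and so did the absence of a filter on low values for the 12 comparisons among fl/fl, D164A/fl and D164A/- cells. The swapped pairing left the 5 counts it was run for within this limit (3328, 3171, 1699, 2301 and 2142 genes). The GC removal left 17 of the 18 counts of the main comparisons and lists within it. Outside these, it changed the Wnt3a response of ΔC/- cells from 7 to 1 gene. Differences in response to Wnt3a went from 4 to 0 genes in ΔC/- and from 10 to 2 in dm/- cells. Between the untreated cells of the 2 experiments, the count went from 3 to 0 in fl/fl and from 46 to 70 in D164A/- cells. Between D164A/- and fl/fl cells, the count of 2728 genes with Wnt3a ranged from 2554 to 3328 over the alternatives that did not change it, apart from leaving out a replicate, and the count of 3069 with TGFβ from 2969 to 3525. Among the gene results named for these comparisons, none reversed. With a pseudocount of 0.1, 264 of 273 stayed on their side of the thresholds and 9 became weaker, and with the replicate block 266 did and 7 became stronger. Without replicate 1, 121 of the 273 moved by more than the SD between replicates, and 120 without replicate 2.

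The thresholds of the legend of Fig. 7 changed 16 of 18 counts. They gave 2422 and 450 genes for the Wnt3a responses of fl/fl and D164A/- cells, and 1991 and 1804 for the TGFβ responses. Between D164A/- and fl/fl cells they gave 4781 genes with Wnt3a, 4928 with TGFβ, and 4742 and 4920 in the untreated cells of these experiments. Differences in response came to 1125 genes for Wnt3a and 1755 for TGFβ, and differences from D164A/fl cells to 1664 and 3458. For ΔC/- cells the counts were 3963 and 4194, and for dm/- cells 3653 and 4431.

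The replicate block gave 1489 genes for the Wnt3a response of fl/fl cells and 144 for that of D164A/- cells, 998 for the TGFβ response of D164A/- cells, and 511 and 1268 for the differences in response to Wnt3a and TGFβ. With GC trends removed, the Wnt3a response of fl/fl cells had 101 genes. With both, the Wnt3a responses had 697 and 183 genes and their difference 352. A pseudocount of 0.1 gave 36 genes for the Wnt3a response of fl/fl cells, and 0 for the difference in response to Wnt3a, where 1191 genes had an unadjusted p under 0.05. With edgeR, the Wnt3a responses had 13 and 17 genes, their difference 0 (857 at an unadjusted p under 0.05), and the difference in response to TGFβ 383.

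A test on only the samples compared gave 0 genes for the Wnt3a response of fl/fl cells (890 at an unadjusted p under 0.05), 0 for that of D164A/- cells (283) and 0 for their difference (379). It gave 970 genes for the TGFβ response of D164A/- cells, 1118 for D164A/- against fl/fl cells with Wnt3a and 255 for D164A/- against D164A/fl cells with Wnt3a. Among the genes of Supplementary Table I, 0 had a differing response (4 with the replicate block and 7 at the thresholds of the legend) and 13 differed from D164A/fl cells, and for Supplementary Table II these counts were 104 and 107. Genotype took 80.8% of the variance and the cytokine 10.2% with a pseudocount of 0.1, 54.5% and 15.5% over all genes past the filter, and 81.0% and 7.6% over all 56 samples. The cause was not tested for any of these changes.

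Leaving out each replicate in turn gives a count, without a new test, of the genes that keep their direction and a log2 fold change of at least 1. For the Wnt3a responses it was 58 to 62 genes in fl/fl and 45 to 46 in D164A/- cells, and for the TGFβ responses 896 to 899 and 572 to 602. Between D164A/- and fl/fl cells it was 2083 to 2384 with Wnt3a, 2736 to 2871 with TGFβ, and 2226 to 2499 and 2559 to 2836 in the untreated cells. All 7 genes with a differing response to Wnt3a met this in both fits, and 620 to 642 of those for TGFβ. Against D164A/fl cells the ranges were 511 to 606 and 1387 to 1574, for ΔC/- cells 1550 to 1799 and 2192 to 2290, for dm/- cells 1444 to 1625 and 2390 to 2544, and for the supplementary lists 19 to 20 and 203 to 208. The share of variance was 76.0% to 76.7% for genotype and 13.3% to 13.5% for the cytokine.

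With 3 reads as the smallest level counted as detected, the limit is 0.092 to 0.146 CPM, so the values of genes below it, such as Cdkn2a in fl/fl cells, show only that few or no reads were found.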

Differences from the paper's values

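The comparison of Fig. 7C and Fig. 7D with the responses to a cytokine, and the removal of GC trends, were chosen only after the result was seen. The paper gives 38 genes for the effect on Wnt3a-regulated genes in Supplementary Table I, whereas 23 of them were differentially expressed here between D164A/- and fl/fl cells with Wnt3a. Of the alternatives set before the data were examined, the thresholds of the legend of Fig. 7 gave 26 genes, which is within 1.5-fold of the paper's 38. The other alternatives did not reach it. They gave 21 genes with a pseudocount of 0.1, 22 with edgeR, 23 with the replicate block and 13 against D164A/fl cells. The difference in response gave 0 genes (4 with the replicate block and 7 at the thresholds of the legend). Leaving out a replicate only counts which of the 23 genes keep their direction and size, so it could not approach 38. The removal of GC trends gave 24 genes. The paper's lists hold genes shared with the ΔHD2/- line, which was not analysed here.

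For D164A/- cells, the Venn diagram for Wnt3a shows about 88 genes in Fig. 7C, read by eye, and the legend describes differences from control cells under treatment. The count here was 2728 genes between D164A/- and fl/fl cells with Wnt3a. The diagram for TGFβ shows about 710 genes in Fig. 7D, read by eye, against 3069 genes here. None of the alternatives set before the data were examined closed either gap. For Wnt3a they gave from 1118 to 4781 genes, and for TGFβ from 2736 to 4928.

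Set beside the response of D164A/- cells to the cytokine itself, a reading chosen after seeing the values, the figure's value for Wnt3a, about 88 in Fig. 7C, read by eye, stood against 49 genes here. Of the alternatives set before the data were examined that test the genes anew, none came within 1.5-fold (40, 450, 51, 144, 45, 0 and 17 genes). The 0 is from only the samples compared, with 283 genes at an unadjusted p under 0.05. Leaving out a replicate only counts which of the 49 genes keep their direction and size, so it could not approach 88. With GC trends removed, an alternative chosen after seeing the values, the count was 68, which is within 1.5-fold, and with the replicate block as well, chosen likewise, it was 183, which is not. The value for TGFβ, about 710 in Fig. 7D, read by eye, was within 1.5-fold of the 641 genes that responded to TGFβ in D164A/- cells, and of the counts with every alternative except the thresholds of the legend (1804 genes).

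The paper describes the effect of preventing the binding of Bcl9 and Bcl9L on gene expression as a decrease that is moderate. Here, 1478 genes were higher and 1250 lower in D164A/- than in fl/fl cells with Wnt3a, and 1502 were higher and 1567 lower with TGFβ, a balance that turned to the higher genes with a pseudocount of 0.1 (1811 against 1709), with edgeR (1817 against 1708) and with GC trends removed (1746 against 1446), and was even without replicate 2 (1436 against 1435). Against D164A/fl cells, 121 genes were higher and 493 lower in D164A/- cells with Wnt3a, and 768 were higher and 914 lower with TGFβ, where the removal of GC trends turned the balance (988 against 885). Among the listed genes, 14 of 23 and 153 of 211 were lower. The samples were scaled to each other, which removes a shift common to most genes. The counts over all genes therefore cannot show a decrease of that kind.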

Other observations

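The tests of scaling, depth, GC trends of single samples, shifts of whole chromosomes, random gene lists, copies of chromosomes and the stretch of chromosome 4, and the tests on the response of fl/fl cells to Wnt3a, were chosen only after the result was seen.

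The 2728 genes that differed between D164A/- and fl/fl cells with Wnt3a were weighed against technical explanations. Rescaling gave 2703 genes, thinning to the lowest depth 2735, and the removal of GC trends 2901, with 2378 shared. Spearman's rho across genes was -0.14 with GC content and 0.07 with transcript length. Of the 2728 genes, 1081 (39.6%) differed in the same direction between D164A/fl and fl/fl cells in samples independent of this comparison, the untreated cells of the TGFβ experiment. In the same untreated state, 519 genes (19%) differed in the same direction from fl/fl cells in both ΔC/fl and dm/fl cells. Both shares are below the 50% set for these explanations, but D164A/- cells themselves shared only 1812 of the genes (66.4%) in that state, and untreated D164A/fl cells differed between the experiments. With Wnt3a, where both comparisons use the same fl/fl samples, D164A/fl cells differed in the same direction for 2030 of the 2728 genes (74.4%). Between D164A/- and D164A/fl cells with Wnt3a, 292 of the 2728 genes differed, 216 (7.9%) in the same direction. That comparison shares the D164A/- samples. The pattern therefore cannot be told apart from a difference present before the floxed allele was removed, or from a peculiarity of the fl/fl cells. In 1 of the 24 samples, the most correlated other sample had another genotype. This was D164A/fl without Wnt3a, replicate 2, nearest to D164A/- without Wnt3a, replicate 2 (r = 0.967), and it was so in 1 of 24 after GC trends were removed as well (r = 0.97). A mislabelled or mixed sample therefore remains a candidate explanation for the values of that sample, which belongs to neither group of the 2728 genes but contributes to the shared estimate of variance.

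The response of fl/fl cells to Wnt3a followed GC content with a rho of 0.76, and GC trends differed between replicates of the same condition. Relative to the mean of the 24 samples, rho of a sample's values with GC content was 0.57 and -0.23 in the 2 replicates of fl/fl cells with Wnt3a, -0.48 and -0.57 without Wnt3a, and -0.5 and 0.59 in D164A/- cells without Wnt3a. Trends that run in opposite directions in replicates suggest a technical source for part of the changes. Of the 66 genes, rescaling left a count of 47 and thinning gave 66, rho with transcript length was -0.17, and with GC trends of single samples removed 101 genes responded, 36 of them shared, while 3 of the 66 changed direction. With the replicate block as well, 46 of the 66 genes passed. Of the 66 genes, 20 passed in neither of these fits, and for them the change was not separated from GC content. Axin2 passed the thresholds with GC trends removed in both genotypes (log2 fold change 5.21 in fl/fl and 5.05 in D164A/- cells, in 2 of 2 replicates each).

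Genes of 4 chromosomes were lower in D164A/- than in fl/fl cells. Over all 8 samples per genotype, the median log2 fold change of genes with a mean of at least 10 CPM was -0.55 on chromosome 6 (438 genes), -0.66 on chromosome 14 (299 genes), -0.65 on chromosome 18 (269 genes) and -0.52 on chromosome 19 (337 genes). Chance was tested with 10000 random gene lists of the same size and expression per chromosome, of which 0 had a median as low for any of the 4, and the lowest medians of these lists were -0.17 to -0.13. In each of the 4 culture states all 4 medians were below 0, the one nearest to 0 being -0.44. D164A/fl cells had medians of -0.46, -0.62, -0.7 and -0.54 on these chromosomes. Part of this was shared by the other lines. Chromosome 18 was also lower in ΔC/- (-1.03), ΔC/fl (-0.68), dm/- (-0.66) and dm/fl cells (-0.42), chromosome 14 in the same order by medians of -0.27, -0.08, -0.49 and -0.35, and chromosome 6 by -0.52, -0.62, -0.04 and -0.46, whereas chromosome 19 had -0.22, -0.06, 0.03 and -0.21. Other chromosomes were higher in D164A/- cells, with medians of 0.28 on chromosome 10, 0.27 on X, 0.14 on chromosome 3 and 0.07 on chromosome 11, each with 0 of 10000 random lists as high. Of these, X and chromosome 3 had medians below 0 in a culture state (-0.13 and -0.06). Chromosomes 10 and 11 stayed above 0 in each (lowest 0.18 and 0.01). D164A/fl cells had -0.04 on chromosome 10 and -0.01 on X, but 0.11 on chromosome 3 and 0.15 on chromosome 11. Fewer copies of the 4 lower chromosomes in D164A/- cells, or more copies in fl/fl cells, may underlie their lower medians. There are no DNA data, so this cannot be told apart from other causes that act on whole chromosomes. Of the 1250 genes lower in D164A/- cells with Wnt3a, 429 (34.3%) lie on the 4 chromosomes, against 170 (11.5%) of the 1478 higher genes. With each chromosome's shift removed, 2658 genes differed with Wnt3a, 2350 of them shared, and 2949 with TGFβ, 2676 shared, so the shifts do not account for most of the difference between the genotypes. Supplementary Table I then had 22 and Supplementary Table II 213 differing genes, and the response to TGFβ differed for 668 genes.

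In fl/fl cells, a stretch of chromosome 4 had almost no reads. Over the 8 samples, the mean was 0.27 CPM for Mtap, 0.00874 for Cdkn2a and 0.0766 for Cdkn2b, with at most 31, 1 and 11 reads in a sample. The flanking genes Wincr1 and Dmrta1 had 15.2 and 12.8 CPM. These genes were picked out after their values were seen. A loss of this stretch in the fl/fl cells may explain it. Gm12610, which overlaps the stretch and extends beyond Cdkn2b, had 8.63 CPM (5.92 to 11.8) in fl/fl cells. Its means in the other lines were lower, from 0.183 CPM in dm/- to 0.957 CPM in dm/fl cells. The reads of Gm12610 cannot be assigned to the part inside or outside the stretch. In dm/- cells, Cdkn2a and Cdkn2b also had almost no reads (means of 0.0477 and 0.00494 CPM), while Mtap had 327 CPM. Without DNA data, the pattern in fl/fl cells cannot be told apart from silencing of the genes.

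By share of variance among the 500 most variable genes, genotype took 74.7%, the cytokine 12.9% and the spread within conditions 3.2%. Average-linkage clustering of the 24 samples into 3 clusters returned the 3 genotypes with 8 samples each, and into 2 clusters fl/fl cells and the others. With all 56 samples, 3 clusters held the D164A lines, the ΔC lines, and the dm lines with fl/fl cells. The most correlated other sample had the same genotype for 23 of the 24 samples and the same cytokine label for 19.

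Myc and Ccnd1 are Wnt targets that the paper measured by quantitative RT-PCR. With limma and Benjamini-Hochberg adjustment, the log2 response of Myc to Wnt3a was 0.31 in fl/fl (adjusted p = 0.681) and 0.42 in D164A/- cells (adjusted p = 1). That of Ccnd1 was 0.65 (adjusted p = 0.125) and -0.1 (adjusted p = 1), with a difference of -0.74 between the genotypes (adjusted p = 0.528). Between D164A/- and fl/fl cells, Myc changed by -0.02 with Wnt3a (adjusted p = 0.977) and by -1.84 with TGFβ (adjusted p = 0.00502, lower in 2 of 2 samples).

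In the other lines, Wnt3a changed 612 genes in D164A/fl, 31 in ΔC/fl, 7 in ΔC/-, 79 in dm/fl and 0 in dm/- cells, where 29 genes had an unadjusted p under 0.05. TGFβ changed 589, 1064, 901, 1420 and 842 genes in the same order. These counts come from fits without the replicate block. The block raised the count for Wnt3a from 66 to 1489 in fl/fl cells and from 49 to 144 in D164A/- cells. Low counts in the other lines may therefore depend on the fit. Tested as an interaction, the response to Wnt3a differed from that of fl/fl cells for 4 genes in ΔC/- and 10 in dm/- cells, and the response to TGFβ for 276 and 383. The differences in response to Wnt3a followed GC content (rho -0.46 and -0.67), and with GC trends removed they were 0 genes (95 at an unadjusted p under 0.05) and 2 genes, while 1 of the 10 changed direction. The response of ΔC/- cells to Wnt3a then had 1 gene instead of 7. Axin2 in dm/- cells was listed at 0 CPM in both replicates without Wnt3a, and at 0 and 0.0791 CPM with Wnt3a, below the smallest level counted as detected. Its response differed from that of fl/fl cells by -5.73 (adjusted p = 3.31e-05 from limma with Benjamini-Hochberg adjustment; -5.24 and 0.000236 with GC trends removed). Axin2 in ΔC/- cells rose from 0.29 and 0.555 CPM to 4.59 and 17.4 CPM.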
